# FOXA1 and adaptive response determinants to HER2 targeted therapy in TBCRC 036

**DOI:** 10.1038/s41523-021-00258-0

**Published:** 2021-05-12

**Authors:** Steven P. Angus, Timothy J. Stuhlmiller, Gaurav Mehta, Samantha M. Bevill, Daniel R. Goulet, J. Felix Olivares-Quintero, Michael P. East, Maki Tanioka, Jon S. Zawistowski, Darshan Singh, Noah Sciaky, Xin Chen, Xiaping He, Naim U. Rashid, Lynn Chollet-Hinton, Cheng Fan, Matthew G. Soloway, Patricia A. Spears, Stuart Jefferys, Joel S. Parker, Kristalyn K. Gallagher, Andres Forero-Torres, Ian E. Krop, Alastair M. Thompson, Rashmi Murthy, Michael L. Gatza, Charles M. Perou, H. Shelton Earp, Lisa A. Carey, Gary L. Johnson

**Keywords:** Breast cancer, Tumour heterogeneity

## Abstract

Inhibition of the HER2/ERBB2 receptor is a keystone to treating HER2-positive malignancies, particularly breast cancer, but a significant fraction of HER2-positive (HER2+) breast cancers recur or fail to respond. Anti-HER2 monoclonal antibodies, like trastuzumab or pertuzumab, and ATP active site inhibitors like lapatinib, commonly lack durability because of adaptive changes in the tumor leading to resistance. HER2+ cell line responses to inhibition with lapatinib were analyzed by RNAseq and ChIPseq to characterize transcriptional and epigenetic changes. Motif analysis of lapatinib-responsive genomic regions implicated the pioneer transcription factor FOXA1 as a mediator of adaptive responses. Lapatinib in combination with FOXA1 depletion led to dysregulation of enhancers, impaired adaptive upregulation of HER3, and decreased proliferation. HER2-directed therapy using clinically relevant drugs (trastuzumab with or without lapatinib or pertuzumab) in a 7-day clinical trial designed to examine early pharmacodynamic response to antibody-based anti-HER2 therapy showed reduced FOXA1 expression was coincident with decreased HER2 and HER3 levels, decreased proliferation gene signatures, and increased immune gene signatures. This highlights the importance of the immune response to anti-HER2 antibodies and suggests that inhibiting FOXA1-mediated adaptive responses in combination with HER2 targeting is a potential therapeutic strategy.

## Introduction

Amplification and overexpression of v-erb-b2 erythroblastic leukemia viral oncogene homolog 2 (ERBB2, also known as HER2) occurs in up to 20% of breast cancers and defines a distinct clinical and molecular subtype^1–3^. HER2 is a receptor tyrosine kinase belonging to the epidermal growth factor receptor (EGFR) family that also includes HER3 (ERBB3) and HER4 (ERBB4)^4^. Consistent with the notion of oncogene addiction, treatment of HER2+ breast cancer has been significantly impacted by HER2-targeted therapies. Adding the anti-HER2 humanized monoclonal antibody trastuzumab, which targets the extracellular domain, to chemotherapy in early curable breast cancer decreases relapse and death by nearly 40%^5^. The development of additional HER2-targeted treatment options has expanded to include pertuzumab, a monoclonal antibody that blocks HER2 dimerization and significantly improves outcomes when added to trastuzumab-based therapy. Additionally, trastuzumab–emtansine and trastuzumab–deruxtecan, antibody–drug conjugates approved for adjuvant therapy (trastuzumab–emtansine) or later-line metastatic disease, and small-molecule tyrosine kinase inhibitors, such as tucatinib, lapatinib, and neratinib, which target EGFR and HER2^6^ are approved in the metastatic or adjuvant settings, usually with or after trastuzumab. In metastatic or early disease, up to 50% of patients respond to combinations of these HER2-targeting agents given with chemotherapy, however response rates to anti-HER2 therapy alone are low, and resistance remains a challenge. In the metastatic setting, continued HER2-targeting is standard across all lines of therapy, however, this is generally in combination with other drugs and virtually all ultimately experience disease progression and death.

Genomic and transcriptomic studies of HER2+ breast cancer have revealed substantial tumor and microenvironmental heterogeneity. While all intrinsic subtypes are represented, HER2+ breast cancer is primarily comprised of the HER2-Enriched, Luminal A, and Luminal B subtypes. Intrinsic subtype significantly impacts response to HER2-targeted therapy (reviewed in ref. ^7^). Evidence of immune activation, either by histologic presence of tumor infiltrating lymphocytes (TILS) or by immune gene expression, also significantly impacts response to HER2-directed therapy^8–10^.

In contrast to intrinsic resistance, characterized by initial failure to respond to HER2-targeted therapy, HER2+ tumors that respond to HER2-directed therapy often develop acquired resistance resulting in disease progression. Resistance has been attributed to numerous mechanisms, including the expression of a truncated HER2 (p95 HER2) that fails to bind trastuzumab, upregulation of downstream signaling via the PI3K/AKT pathway, and upregulation and increased signaling through alternate kinase pathways. The emergence of acquired resistance is due to the adaptive tumor responses to HER2 inhibition^11–13^. The adaptive response to targeted kinase inhibition involves disruptions in feedback and feedforward signaling loops that lead to dramatic epigenetic and transcriptional changes within the tumor cells themselves, as well as stromal and immune cell populations^13,14^. A major contributor to anti-HER2 treatment in HER2+ disease is the resultant upregulation of HER3, the preferred heterodimerization partner of HER2^4,15^. HER2/HER3 heterodimers drive oncogenic signaling, predominantly via the PI3K/AKT pathway and the upregulation of HER3 and other kinases has been shown to overcome HER2 inhibition^11,12,16–18^.

Adaptive responses to kinase inhibition have been observed in cell lines, animal models, and patient populations at early time points following treatment^14,19^. Adaptive kinome responses to MEK1/2 inhibition observed in triple-negative breast cancer patients after 7 days was shown in preclinical models to be dependent on transcriptional changes resulting from epigenetic genome-wide remodeling of the enhancer landscape^20^. The transcriptional output of adaptive response genes is governed by promoter and enhancer elements, including a number of super-enhancers (SEs), which are clusters of enhancers that impart cell identity^21^. A small number of master transcription factors (TFs) bind to SEs and define a given cell type or lineage. It has been hypothesized that these transcriptional regulatory programs may constitute cancer cell dependencies that could be targeted therapeutically^22^.

Studies from our laboratory have shown that the tumor cell-intrinsic adaptive response to lapatinib in HER2+ models resulted in the upregulation of HER3 and additional kinases, each contributing to resistance. The combination of lapatinib with the bromodomain and extra-terminal domain (BET) inhibitor, JQ1, was capable of blocking the transcription of kinases involved in the adaptive response and was more durable than lapatinib alone in growth suppression^12^. The BET family member BRD4 is an epigenetic reader, recognizing acetylated lysine residues on histones or other proteins and binding to key gene promoters and enhancers^21,23,24^. Here, we extend our findings by determining the global alterations in gene enhancers and transcriptional changes to identify factors involved in the adaptive response to HER2 inhibition. In parallel, we analyzed the in vivo human adaptive molecular responses to HER2 targeting in a window-of-opportunity clinical trial using both RNAseq and a chemical proteomics method (MIB/MS) to assess the functional kinome.

Integrative analysis of adaptive response SEs and mRNA expression identified a shared motif bound by FOXA1, a pioneer factor for estrogen receptor (ER). We show that FOXA1 is essential for the proliferation of HER2+/ER− cells and for the lapatinib-dependent upregulation of numerous genes, including HER3. In a window-of-opportunity trial using FDA-approved HER2-targeting drugs, a subset of patients exhibited a striking molecular response after 7 days of therapy. The expression of FOXA1 was drastically reduced in this subset, coincident with decreased HER2 and HER3 expression, decreased proliferation pathway signatures, and increased immune signatures. The strongest molecular responsive samples had higher HER2 amplicon pathway scores at baseline. Our studies implicate FOXA1 as a mediator of dynamic and adaptive transcriptional responses to HER2-targeted therapy.

## Results

### Epigenetic dysregulation induced by concurrent inhibition of HER2 and BET bromodomains

Our prior studies demonstrated the adaptive response and acquired resistance patterns of the kinome to lapatinib treatment could be blocked by JQ1^12^. ChIP-PCR revealed that JQ1 alone could disrupt BRD4 association with the *HER2* and *HER3* gene promoters. Global analysis using ChIPseq revealed broad epigenetic alterations induced by HER2 targeting (Fig. 1a). BRD4 is a critical mediator of cell identity controlling enhancer architecture in response to perturbations such as kinase inhibitors. Although the strict classification of SEs can vary, a unifying feature of SEs is the heightened enrichment of BRD4, mediator subunit MED1, binding of master transcription factors, and acetylation of lysine 27 of histone H3 (H3K27ac)^22,25^. Given our interest in identifying the kinases potentially impacted by the BET bromodomain inhibitor JQ1, we focused on the regions with highest BRD4 ChIPseq density. Analysis of BRD4 density by ChIPseq was used to identify SEs and their classification based on their location in the genome (enhancer, promoter, gene body intron, gene body exon, 3 prime, or other, see “Methods”) in an unbiased fashion in two HER2+ breast cancer cell lines, SKBR-3 (ER−/PR−) and BT474.m1 (ER+/PR+) (Fig. 1b, Supplementary Fig. 1a and Supplementary Data 1 and 2). Ranking BRD4 enrichment by ChIPseq density can be used to classify SEs regulating genes critical for cell identity^21^. The majority of identified BRD4 peaks (74%) were classified as promoter or enhancer regions based on genomic location and virtually all of the identified SEs (95%) in SKBR-3 cells were classified as promoter or enhancer regions. BRD4 was highly enriched proximal to *HER2* and the essential proto-oncogene *MYC*. Other BRD4-enriched regions identified were proximal to TFs, including *ELF3*, *ZNF217*, *FOXA1*, and *PBX1*, each with recognized function in epithelial cell identity and in breast cancer^26–29^. BRD4 enrichment at the estrogen receptor alpha gene, *ESR1*, was identified only in the HER2+/ER+ BT474.m1 cells (Supplementary Fig. 1a). Shared BRD4 enrichment and SE classification between the two cell lines was observed at *HER2*, *FOXA1*, and *PBX1* (Fig. 1b and Supplementary Fig. 1a). FOXA1 and PBX1 have been characterized as pioneer factors for ER, important for increasing chromatin accessibility for ER and other TFs^28,29^. As expected, the enrichment of BRD4 near the *HER2* locus coincided with mediator subunit MED1 chromatin association and the presence of the active enhancer mark, H3K27Ac (Fig. 1c).

**Fig. 1:**
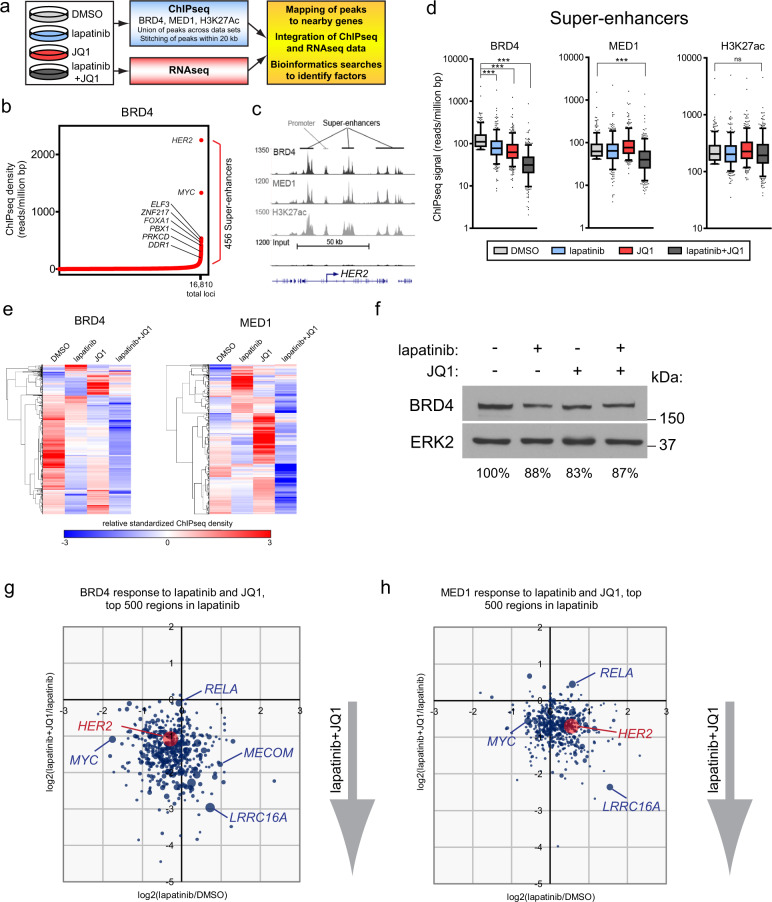
Combined inhibition of HER2 and BET bromodomains induces broad epigenetic dysregulation. **a** Experimental strategy to identify epigenetic and transcriptional adaptive responses to HER2 inhibition in cell line models using 300 nM lapatinib and 300 nM JQ1 for 24 h, alone or in combination. **b** ChIPseq analysis of the HER2+ breast cancer cell line, SKBR-3, was performed to identify BRD4 binding sites. Super-enhancers (456 regions) were identified as regions above the inflection point of increasing BRD4 ChIPseq density. **c** Multiple SEs identified by high density of BRD4, MED1, and H3K27Ac are found flanking the *HER2* locus. **d** BRD4 and MED1 binding to SE domains is significantly reduced by the combination of lapatinib and JQ1, but H3K27Ac is unaffected. Box plots: median, upper/lower quartile, and 5–95 percentile. Unpaired *t*-test, ***= *P* < 0.0001. **e** Unsupervised hierarchical clustering of all genomic loci bound by BRD4 and MED1. Lapatinib and JQ1 each increase BRD4 and MED1 binding to discrete regions but the combination of drugs results in a loss of binding at the majority of loci. **f** Total protein levels of BRD4 are largely unaffected by lapatinib and JQ1 as determined by immunoblotting of treated SKBR-3 cells. ERK2 was used as a loading control. **g**, **h** The combination of lapatinib and JQ1 cooperatively reduce BRD4 and MED1 binding to *HER2* and *MYC*. The top 500 regions of highest ChIPseq density in response to lapatinib are shown for **g** BRD4 and **h** MED1. The log_2_ fold change in density in response to lapatinib vs. DMSO is plotted on the *x*-axis. The log_2_ fold change of lapatatinib + JQ1 vs. lapatinib alone is plotted on the *y*-axis. Dot size is relative to ChIP density in lapatinib.

We previously demonstrated that JQ1 could prevent the upregulation of numerous kinases contributing to lapatinib response and resistance^12^. Analysis of enrichment in SKBR-3 and BT474.m1 cells revealed that BRD4 and MED1 chromatin association was significantly disrupted by the combination of lapatinib and JQ1 at 24 h following treatment when compared to DMSO (Fig. 1d and Supplementary Fig. 1b). Unsupervised hierarchical clustering of BRD4 and MED1 relative ChIPseq density at all genomic loci confirmed that the combination of lapatinib and JQ1 drastically disrupted their chromatin association (Fig. 1e). The effects on ChIPseq density of BRD4 and MED1, were not due to a reduction in total BRD4 protein levels as determined by immunoblotting (Fig. 1f). The potent effect on BRD4 and MED1 chromatin association was consistent with 24 h exposure to targeting BET proteins with JQ1.

Given the effectiveness of JQ1 in blocking the adaptive response to lapatinib, we examined the impact of JQ1 on BRD4 and MED1 chromatin binding at regions most affected by lapatinib alone (Fig. 1g and h, dot sizes proportional to ChIPseq density). The top 500 regions with the highest BRD4 enrichment in response to lapatinib were predominantly classified as promoter or enhancer regions (95%, Supplementary Fig. 1e). The log_2_ fold change for lapatinib versus DMSO is plotted on the *x*-axis and identified regions that exhibited relative increased and decreased densities at the indicated loci. Strikingly, the comparison of lapatinib combined with JQ1 to lapatinib alone (plotted on the *y*-axis) revealed a dramatic effect on BRD4 and MED1 binding, notably at regions proximal to *HER2* and *MYC*. Similar findings were observed in the HER2+/ER+ line, BT474.m1—specifically at loci near *HER2*, *ESR1* (estrogen receptor 1), and *PGR* (progesterone receptor) (Supplementary Fig. 1c). Collectively, these data indicated that lapatinib and JQ1 cooperatively disrupt BRD4 and MED1 chromatin binding at a majority of genomic loci, consistent with their capacity to elicit potent effects on adaptive responses and suppress tumor cell growth^12^.

### Regions with increased ChIPseq density and proximal mRNA expression in response to lapatinib are enriched for a FOXA1-binding motif

While the combination of lapatinib and JQ1 resulted in major dysregulation of enhancers, we sought to better understand the epigenetic changes occurring in response to lapatinib alone. We identified SEs formed in response to lapatinib in SKBR-3 and BT474.m1 cells (Fig. 2a and Supplementary Fig. 2a). Approximately 30 SEs were formed in SKBR-3 cells based on BRD4 association following 24 h treatment with lapatinib. BRD4 and MED1 ChIPseq density at these regions was suppressed by the addition of JQ1. H3K27Ac at these lapatinib-induced regions was not affected by the addition of JQ1 at 24 h following treatment. Overall, the global changes in BRD4 in response to lapatinib correlated with H3K27Ac and MED1 ChIPseq density (Fig. 2b and c).

**Fig. 2:**
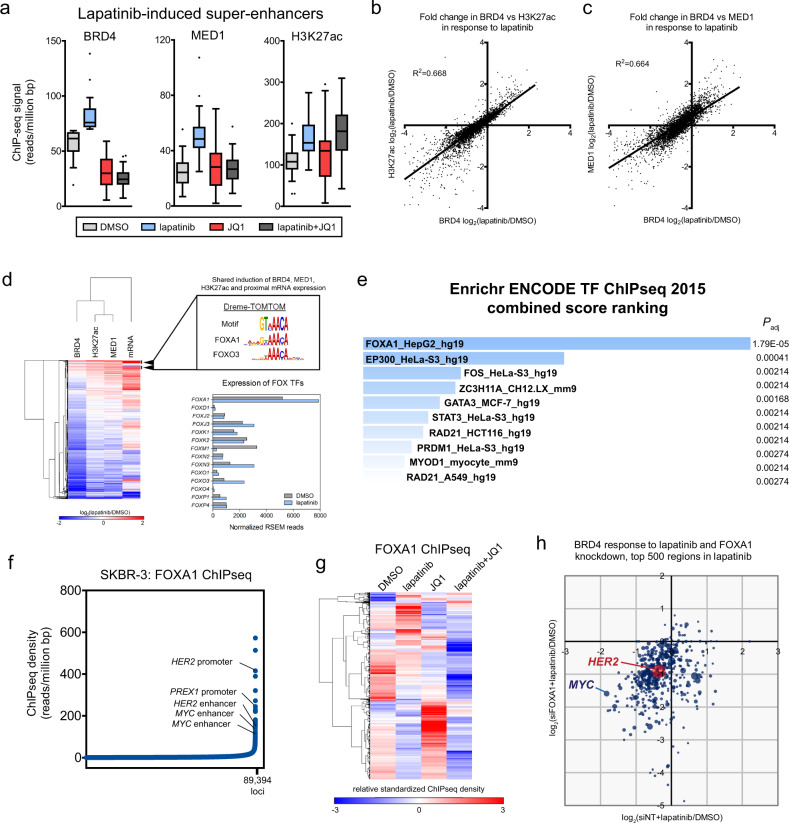
Lapatinib-induced ChIPseq and RNAseq changes are associated with FOX family transcription factors. **a** Lapatinib induces 30 SEs, as determined by BRD4 ChIPseq density. Lapatinib in combination with JQ1 suppresses BRD4 binding in all regions, MED1 in all but one region, but does not affect H3K27Ac. Box plots: median, upper/lower quartile, and 1.5 IQR. **b**, **c** Lapatinib-mediated changes are strongly correlated with changes in H3K27Ac and MED1. **d** The log_2_ fold change binding in response to lapatinib for regions as in (**a**) and the log_2_ fold change in mRNA expression for the proximal genes as determined by RNAseq was used for unsupervised hierarchical clustering. Genes included based on ChIPseq density displayed increased chromatin association within 200 kb of transcription start site. Genes with shared induction in all instances (log_2_ fold change ≥1) were used as input for Dreme-TOMTOM analysis to identify enriched binding motifs. A single motif identified, GT(A/C)AACA, recognized by FOXA1 and FOXO3. Normalized RNAseq reads are shown for the FOX family of transcription factors in SKBR-3 cells after 48 h treatment with DMSO or 300 nM lapatinib. **e** Genes from (**d**) were used to query Enrichr. ENCODE TF ChIPseq data identified FOXA1 and p300 as potential factors. **f** ChIPseq analysis of FOXA1 binding in SKBR-3 cells with the regions of highest density annotated by proximal gene. **g** Unsupervised hierarchical clustering of FOXA1 ChIPseq density in SKBR-3 cells treated with DMSO, 300 nM lapatinib, and 300 nM JQ1, alone or in combination, at all genomic loci. Lapatinib and JQ1 each result in regions of increased FOXA1 chromatin binding. The combination of lapatinib and JQ1 results in broad disruption of FOXA1. **h** SKBR-3 cells were treated with siRNA pools, nontargeting (NT) control or FOXA1, prior to DMSO or 300 nM lapatinib treatment for 24 h and subsequent BRD4 ChIPseq analysis. The top 500 regions in lapatinib are plotted. Log_2_ fold change of lapatinib vs. DMSO with a control siRNA pool are plotted on the x-axis. Log_2_ fold changes of lapatinib vs. DMSO with FOXA1 knockdown are plotted on the y-axis. Dots are scaled relative to their lapatinib-induced ChIPseq density.

While we had previously identified a heterogenous kinome reprogramming response to lapatinib, we did not observe de novo SE formation at these kinase genes (Supplementary Fig. 2b and c). For example, SKBR-3 cells undergo increased expression of *HER3* and *DDR1* in response to lapatinib, but the ChIPseq density of BRD4, MED1, and H3K27Ac did not increase at these genes (Supplementary Fig. 2b and c). We confirmed increased SE markers for some genes in response to lapatinib, such as *PGR* in the ER+ BT474.m1 cell line (Supplementary Fig. 2d).

Since the SEs formed in response to lapatinib did not provide a clear explanation for the adaptive kinome response, we employed integrative analysis of the ChIPseq data with mRNA expression data to identify underlying adaptive response factors. Lapatinib-induced changes (log_2_ fold change) in ChIPseq density for BRD4, MED1, and H3K27Ac (not only the regions designated as SEs) and mRNA expression changes from RNAseq were utilized for unsupervised hierarchical clustering, revealing that small subsets of genes appeared to respond in similar fashion (Fig. 2d). In order to define functional genomic elements, we identified underlying genetic sequences that exhibited at least two-fold increases in ChIPseq density and mRNA expression of proximal genes in response to lapatinib. Dreme-TOMTOM analysis of these sequences identified a single motif, GT(A/C)AACA, associated with the FOX TFs, FOXA1, and FOXO3 (Fig. 2d). Analysis of the normalized RNAseq read counts for the FOX family of TFs in SKBR-3 cells indicated that FOXA1 is the most highly expressed member. Using Enrichr to query the list of genes having shared induction of local ChIPseq density and mRNA expression, we identified a FOXA1 ChIPseq data set from HepG2 cells with the highest combined score from the ENCODE ChIPseq 2015 data (Fig. 2e). Taken together, our analysis strongly suggested that FOXA1 was orchestrating the lapatinib-induced adaptive response.

We performed ChIPseq analysis of FOXA1 in the ER- SKBR-3 cell line (Fig. 2f and Supplementary Data 1). The highest FOXA1 enrichment mapped to discrete gene regulatory regions including the *HER2* promoter and enhancer as well as enhancers for *MYC*. Unsupervised hierarchical clustering of FOXA1 ChIPseq density revealed the near global effect on FOXA1 chromatin association in response to combined lapatinib and JQ1 treatment (Fig. 2g). Lapatinib treatment combined with FOXA1 depletion by RNAi strongly reduced the association of BRD4 with *HER2* and *MYC* enhancers when compared to lapatinib and a non-targeting control siRNA (Fig. 2h and Supplementary Data 3). HER2 targeting combined with JQ1 significantly reduced FOXA1 chromatin binding genome-wide and similarly, targeting HER2 and FOXA1 disrupted enhancers at essential genes.

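RNAseq was performed on SKBR-3 cells, an established HER2-amplified, ER-negative breast cancer cell line, in 4 groups of 3 replicates. The cells received a non-targeting (NT) control siRNA pool or a FOXA1 siRNA pool and were then treated for 24 h with DMSO or with 300 nM lapatinib, a small-molecule inhibitor of the HER2 and EGFR kinases. The methods give 25 nM siRNA and 24 h between transfection and drug, whereas the labels of the samples give 48 h. The authors aligned the reads to hg38 with STAR and deposited for each library an estimated (expected) count for each of 20531 genes, a value normalized to the upper quartile of the library, and TPM. The methods name Salmon for the quantification, and the deposited columns are those that RSEM writes. The expected counts, of which 87.5% to 88.1% per library were already whole numbers, were rounded to whole numbers and used here.

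The expected counts of a library summed to between 25749578 and 32271850. The total was between 30112796 and 31643469 (median 31126943) with NT siRNA and DMSO and between 25749578 and 30628110 (median 29968330) with NT siRNA and lapatinib. With FOXA1 siRNA it was between 30456749 and 32271850 (median 31507581) in DMSO and between 29948709 and 31989777 (median 30060061) in lapatinib. The totals of the groups overlapped in each of the 4 comparisons of one treatment. No pair of replicates matched within sampling noise, with a chi-square of their counts between 3.75 and 18.5 per degree of freedom.

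Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with the 6 samples of the 2 groups compared in each model and with genes that had at least 10 counts in at least 1 of those samples. The difference of the lapatinib response between FOXA1-depleted and control cells was tested as the interaction of siRNA and drug in a model of all 12 samples. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds of Fig. 6a, with no minimum for the interaction. Normalized counts are the counts divided by TMM-scaled library sizes, at the average depth of the 12 libraries. The replicates carry the numbers 1 to 3 in each group, and samples with the same number deviated together from their group means, with a mean correlation of 0.426 (range 0.267 to 0.694) across 10813 genes against -0.199 for samples with different numbers. Results with the replicate number as a block in the model are therefore given beside those without it.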

To determine whether FOXA1 was required for adaptive transcriptional responses to HER2 targeting, gene expression in response to lapatinib was analyzed by RNAseq with non-targeting control or FOXA1 siRNA (Fig. 3a and Supplementary Data 4). 

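Kinases and transcription factors (TFs) were taken from the parts of the paper's supplementary tables that could be read. Some of these tables were cut, so the lists may be incomplete. They held 412 kinases and 1622 TFs among the listed genes, of which 330 and 1155 passed the count filter. With NT siRNA, lapatinib induced 20 kinases and 79 TFs and reduced 28 kinases and 54 TFs by the thresholds of Fig. 6a. In lapatinib-treated cells, FOXA1 siRNA reduced 18 kinases and 54 TFs and raised 9 kinases and 32 TFs. When the replicate number was a block in the model, 20 kinases and 78 TFs were induced by lapatinib, and 19 kinases and 53 TFs were reduced by FOXA1 siRNA. Of the genes induced by lapatinib, 4 kinases and 12 TFs were also reduced by FOXA1 siRNA in lapatinib. The 4 kinases were HER3 (ERBB3), DYRK1B, PHKG1 and WNK4, of which the last 3 were picked out only after their values were seen because the group was so small. The TFs included XBP1 and TOX3.

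Across the 1485 kinases and TFs, the log2 fold change after FOXA1 siRNA in lapatinib fell as the log2 fold change after lapatinib rose, with a Spearman rho of -0.185. This is a relation across genes, which are not independent replicates. Computed from the samples of one replicate number at a time, rho was -0.174, -0.264 and -0.151. The lapatinib-treated NT siRNA samples enter both changes, and rho was -0.143 (median of 6 assignments, range -0.166 to -0.087) when each change was given its own replicates of that group. The choice that moved it most was the siRNA comparison, as rho was 0.166 with the change after FOXA1 siRNA taken in DMSO. The NT siRNA samples in DMSO then enter both changes, and their noise can raise rho. This value was not computed with separate samples. The legend of Fig. 3a can be read as placing the response to lapatinib with FOXA1 siRNA on its y axis. For that reading no rho was computed. The axis can also be read as the change after FOXA1 siRNA, in DMSO or in lapatinib. The change in lapatinib was used here. The interaction of siRNA and drug was negative for 10 kinases and 43 TFs and positive for 14 kinases and 34 TFs (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are numbers without the block, and those with it are not given here. Over all genes tested, the block raised the negative interactions from 449 to 1292 and the positive ones from 559 to 1561.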

The log_2_ fold changes for kinases (blue) and TFs (orange) are shown with the dot size proportional to the gene expression level in the presence of lapatinib. 

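HER2 (ERBB2, Entrez gene 2064) lies on chromosome 17 of GRCh38 from 39687914 to 39730426. With NT siRNA, its normalized counts were 223400 ± 21910 (SD, n = 3) in DMSO and 442500 ± 14860 (SD, n = 3) in lapatinib. With FOXA1 siRNA, they were 204800 ± 8925 (SD, n = 3) in DMSO and 326500 ± 6475 (SD, n = 3) in lapatinib. The log2 fold change after lapatinib was 1.01 (standard error 0.07) with NT siRNA and 0.68 (standard error 0.04) with FOXA1 siRNA. The difference between these responses was -0.31 (standard error 0.08, adjusted p = 0.0424, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOXA1 siRNA changed HER2 by -0.11 in DMSO (standard error 0.07, adjusted p = 0.244, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by -0.45 in lapatinib (standard error 0.04, adjusted p = 6.58e-05).

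HER3 (ERBB3, Entrez gene 2065) lies on chromosome 12 from 56076799 to 56103505. Its normalized counts rose with lapatinib from 10600 ± 707.5 to 24550 ± 1706 (SD, n = 3 each) with NT siRNA and from 4538 ± 183.4 to 9586 ± 673.9 (SD, n = 3 each) with FOXA1 siRNA. The log2 fold changes after lapatinib were 1.23 (standard error 0.07) and 1.09 (standard error 0.06), and they were not distinguishable (difference -0.13, standard error 0.09, adjusted p = 0.466, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HER3 was lower after FOXA1 siRNA in DMSO by a log2 fold change of -1.21 and in lapatinib by one of -1.36.

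XBP1 (Entrez gene 7494) lies on chromosome 22 from 28794555 to 28800597. It rose from 27250 ± 1573 to 67900 ± 8410 normalized counts with NT siRNA and from 10500 ± 918.9 to 23640 ± 3066 with FOXA1 siRNA (SD, n = 3 each). Its log2 fold changes of 1.34 (standard error 0.09) and 1.18 (standard error 0.10) did not differ beyond the replicate error (difference -0.15, standard error 0.15, adjusted p = 0.628, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

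Lapatinib raised these 3 genes in every replicate, with or without FOXA1 depletion, and no DMSO value reached a lapatinib value of the same siRNA (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). On the scale of normalized counts, the rise between same-numbered samples was smaller with FOXA1 siRNA than with NT siRNA in all 3 replicates of each gene. Every rise with FOXA1 siRNA was also below every rise with NT siRNA (exact permutation test of the rises without pairing, p = 0.1). The mean rise with FOXA1 siRNA was 55.6% of that in control cells for HER2, 36.2% for HER3 and 32.3% for XBP1. HER3 and XBP1 had lower DMSO values after FOXA1 siRNA, from which an equal fold change by itself gives a smaller rise in counts. With the replicate number as a block, the adjusted p of the interaction was 0.0117 for HER2, 0.0503 for HER3 and 0.360 for XBP1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of HER2 after FOXA1 siRNA in DMSO was 0.0138. When each of the 12 samples was left out in turn, the interaction of HER2 stayed between -0.40 and -0.27 but had an adjusted p under 0.05 in only 2 of the 12 fits (highest 0.105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of HER2 was 0.0695 with upper-quartile scaling and 0.0524 without the filter on low counts.

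**Figure D1:**
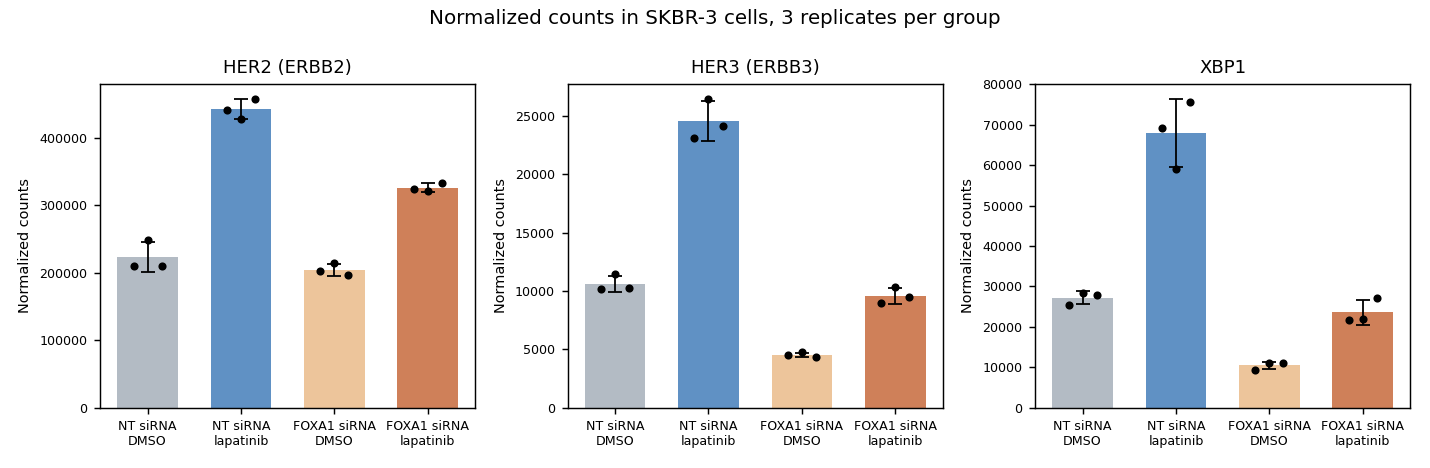
Normalized counts of HER2, HER3 and XBP1 in SKBR-3 cells after NT or FOXA1 siRNA and DMSO or lapatinib. Bars show the mean, error bars the SD and points the 3 replicates of each group; in each gene the lapatinib points lie above the DMSO points of the same siRNA, and the rise is smaller with FOXA1 siRNA.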

FOXA1 depletion most notably reduced the lapatinib-dependent induction of *HER2, HER3, PBX1,* and *XBP1* (Fig. 3a). The expression of FOXA1 is also induced by lapatinib, but the effects of siRNA targeting were more readily observed. 

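FOXA1 (Entrez gene 3169), the target of the siRNA pool, lies on chromosome 14 of GRCh38 from 37589552 to 37596059. With NT siRNA its normalized counts in replicates 1 to 3 were 8431, 8294 and 8752 in DMSO and 12650, 12150 and 13150 in lapatinib. With FOXA1 siRNA they were 1158, 1360 and 1561 in DMSO and 1639, 1885 and 2380 in lapatinib. Every library with FOXA1 siRNA was thus below every library with NT siRNA. The log2 fold change after FOXA1 siRNA was -2.63 in DMSO (standard error 0.10, adjusted p = 4.55e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.69 in lapatinib (standard error 0.12, adjusted p = 6.10e-06).

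Lapatinib raised FOXA1 by a log2 fold change of 0.60 with NT siRNA (standard error 0.05, adjusted p = 2.13e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.54 with FOXA1 siRNA (standard error 0.15, adjusted p = 0.0129). These responses were not distinguishable (difference -0.04, standard error 0.17, adjusted p = 0.928). In normalized counts the rise was 4158 ± 279.5 (SD, n = 3) in control cells and 608.3 ± 183.5 (SD, n = 3) in depleted cells. With the replicate number as a block, the difference of the responses was -0.05 (adjusted p = 0.829, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the fits that each left out a sample, the log2 fold change after FOXA1 siRNA stayed between -2.74 and -2.53 in DMSO, and that after lapatinib with NT siRNA stayed between 0.56 and 0.63.

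**Figure D2:**
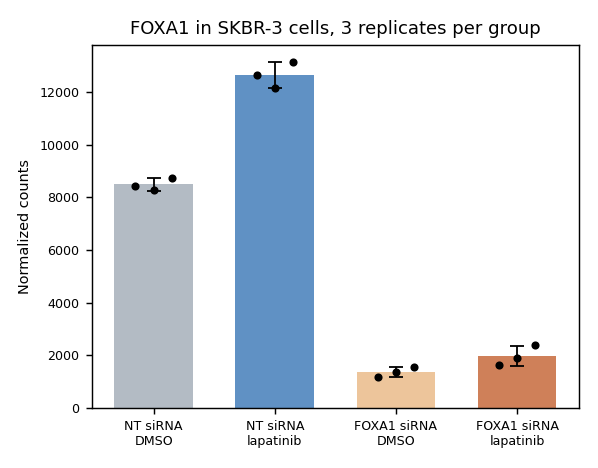
Normalized counts of FOXA1 in SKBR-3 cells after NT or FOXA1 siRNA and DMSO or lapatinib. Bars show the mean, error bars the SD and points the 3 replicates; the points with FOXA1 siRNA lie between 1158 and 2380 and those with NT siRNA between 8294 and 13150.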

Closer inspection of the *HER3* locus identified two intronic enhancers displaying enhanced recruitment of FOXA1 following lapatinib treatment (Supplementary Fig. 3). These regions are blocked by JQ1 treatment and the intron 1 enhancer has been previously implicated in *HER3* regulation by specific TFs^30–33^. By immunoblotting, we confirmed the depletion of FOXA1 and the lapatinib-dependent induction of HER3 and compared the effects of FOXO1 and FOXO3 depletion by RNAi, singly or in combination. We did observe a lapatinib-induced increase in FOXO3 protein levels. After FOXO3 RNAi treatment and 24 h lapatinib exposure, there was no observable effect on phospho-HER2, phospho-AKT, or phospho-ERK levels compared to lapatinib and control RNAi (Fig. 3b).

**Fig. 3:**
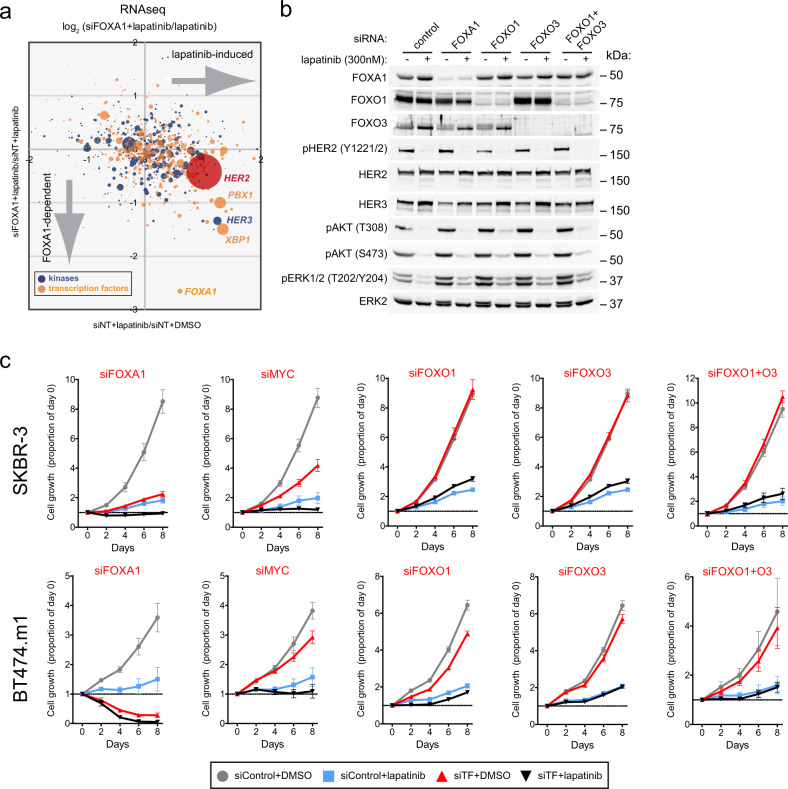
FOXA1 is critical for the HER2 targeting response and for proliferation in HER2+ cell lines. **a** RNAseq was performed on SKBR-3 cells treated with DMSO or 300 nM lapatinib for 24 h after treatment with a non-targeting (NT) siRNA pool or *FOXA1* siRNA pool. The log_2_ fold changes in response to lapatinib are plotted as the NT siRNA effect (*x*-axis) versus *FOXA1* siRNA effect (*y*-axis) for kinases (blue) and transcription factors (orange). *HER2* is indicated in red. Dots sizes are scaled relative to their expression level. **b** SKBR-3 cells were treated with siRNA as in (**a**), then DMSO or 300 nM lapatinib for 24 h, harvested and subjected to immunoblotting to detect the indicated proteins. ERK2 was used as a loading control. **c** SKBR-3 and BT474.m1 cells were transfected with a NT siRNA pool or siRNA pools targeting the indicated transcription factor (TF) and then treated with DMSO or 300 nM lapatinib for 8 days. Cell growth was quantified every two days and plotted as the proportion of day 0 cell count. Data are plotted as mean ± s.d. for six replicates.

To directly assess the requirement of FOXA1 for proliferation and response to HER2 targeting, we performed cell proliferation assays in the SKBR-3 and BT474.m1 cell lines (Fig. 3c). While both cell lines are strongly responsive to lapatinib (compare blue to gray lines), the effect of targeting FOXA1 alone by siRNA was comparable to 300 nM lapatinib treatment in SKBR-3 cells and resulted in the loss of BT474.m1 cells. In the Cancer Dependency Map (depmap.org), the top FOXA1 co-dependencies from the CRISPR screen data (AVANA) by Pearson correlation are SPDEF followed by ESR1 (estrogen receptor alpha) and TRPS1, underscoring the critical interplay of FOXA1 and ESR1^34^. In comparison, siRNA knockdown of MYC inhibited proliferation in both ER+ BT474.m12 and ER− SKBR-3 cells, but less dramatically than HER2 targeting with lapatinib. Since our survey of super-enhancers had identified a TF binding motif that potentially involved FOXO1 or FOXO3, each gene was targeted by siRNA and in combination (Fig. 3c). FOXO1 and FOXO3 depletion did not impact cell growth when compared to FOXA1. These data confirmed that adaptive transcriptional responses to HER2 targeting, cell proliferation, and survival were dependent on FOXA1 expression.

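Of the 14012 genes tested for the interaction of siRNA and drug in the RNAseq data, 449 had a negative and 559 a positive interaction (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, these numbers were 1292 and 1561 and included all 449 and 559 genes, respectively. No other setting added as many genes, and the one that removed the most, an adjusted p under 0.01 in place of 0.05, left 148 and 156.

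With FOXA1 siRNA, lapatinib induced 678 and reduced 704 of 13745 genes at a log2 fold change of at least 1 in size, and with the block 714 and 726. Of the genes that lapatinib induced with NT siRNA, 448 were also induced in FOXA1-depleted cells by the same thresholds. A total of 852 of them were tested in depleted cells, and 708 of these were induced there when no fold-change minimum was set. The median log2 fold change after lapatinib of the genes induced with NT siRNA was 1.40 with NT siRNA and 1.05 with FOXA1 siRNA over the genes tested in each. The interaction was negative, a smaller induction after FOXA1 depletion, for 117 of these genes and positive for 5, and it was not significant for 788 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block, 246 were negative and 13 positive. With p adjusted over these genes alone, 159 were negative and 6 positive. Of the genes that lapatinib reduced with NT siRNA, 189 had a positive interaction, a smaller reduction after FOXA1 depletion, and 4 a negative one. With the block these numbers were 361 and 13.

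These genes were chosen by their response in control cells, which by itself favors a smaller response in the other cells. Chosen instead by the response averaged over control and depleted cells, 794 genes were induced, of which 53 had a negative and 13 a positive interaction, and 881 were reduced, of which 109 had a positive and 19 a negative one.

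Among the genes with the smallest p for the interaction, C17orf58 rose with lapatinib by a log2 fold change of 1.60 with NT siRNA and 0.36 with FOXA1 siRNA (interaction -1.23, standard error 0.08, adjusted p = 6.65e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). REXO2 rose by 1.01 and 0.15, ARRB1 by 1.09 and 0.18 and ZNF704 by 0.80 and 0.01. AMIGO2 changed by 0.15 with NT siRNA and -1.06 with FOXA1 siRNA, so its negative interaction is mostly a fall in depleted cells. The interaction was positive for PPTC7 (0.89, standard error 0.07), which changed with lapatinib by -0.24 with NT siRNA and 0.63 with FOXA1 siRNA. MYC (Entrez gene 4609, chromosome 8 from 127735434 to 127742951) changed with lapatinib by -0.50 with NT siRNA and 0.01 with FOXA1 siRNA (interaction 0.52, standard error 0.09, adjusted p = 0.00457, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block, the adjusted p was 3.18e-07 for C17orf58 and 0.000462 for MYC (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MYC kept the sign and an adjusted p under 0.05 in each of the 12 fits that left out a sample. So did the other genes of this paragraph, which shows little, since they were chosen by the smallest p.

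After the assays of cell growth, the paper concludes that adaptive transcriptional responses to HER2 targeting, proliferation and survival depended on FOXA1.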

### Distinct FOXA1 transcriptional response in a subset of patients receiving anti-HER2 therapy

As our preclinical studies had underscored the importance of rapid adaptive responses to kinase inhibitors, we initiated a multi-center window-of-opportunity trial to illuminate these changes in HER2+ patients receiving standard-of-care treatment. Newly diagnosed stage I–IV HER2+ patients were enrolled into LCCC1214 (Clinical Trials Identifier #NCT01875666), randomized into four treatment groups and a pre-treatment/baseline fresh biopsy of the primary tumor was obtained. All treatment arms received a standard-of-care HER2-targeting antibody at standard clinical doses, singly or in combination: trastuzumab (T), pertuzumab (P), the combination of T + P, or T plus lapatinib (L) (Fig. 4a). Following seven days of therapy, patients returned for scheduled surgical procedure. At the time of surgery, post-treatment samples were obtained for analysis of adaptive molecular changes in response to HER2 targeting. Analysis included RNAseq to evaluate the transcriptional response to therapy and a chemical proteomics assay (MIB/MS) to enrich and quantify the functional kinome^19,20,35^.

**Fig. 4:**
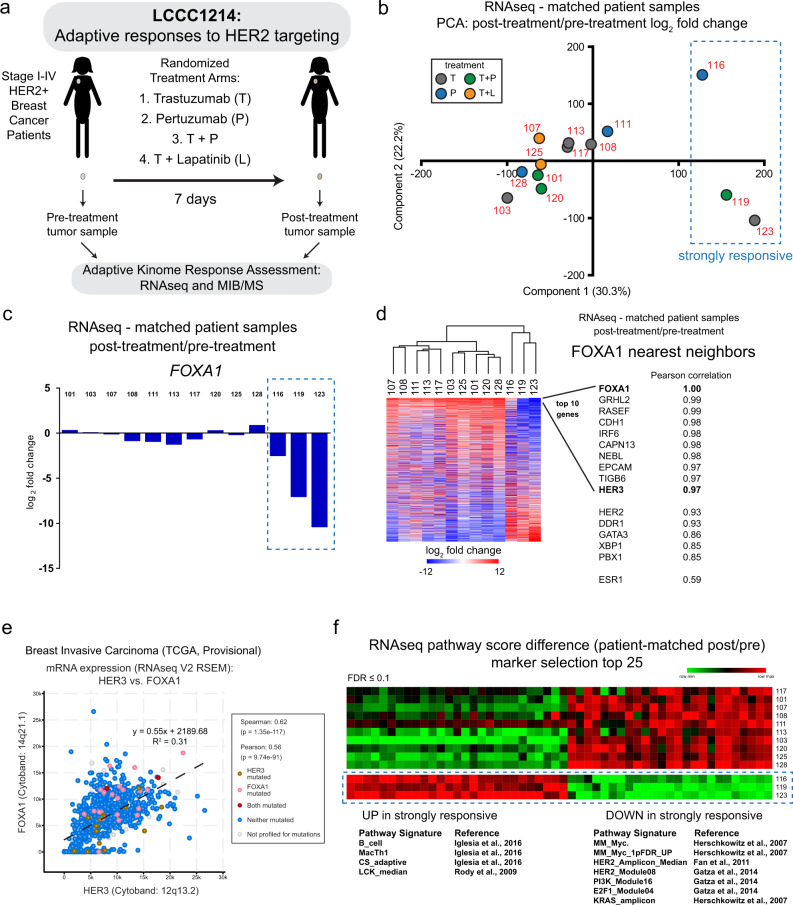
Distinctly responsive patient samples are marked by dramatic FOXA1 loss, HER3 and HER2 decreases and increased immune signatures. **a** Schematic overview of LCCC1214 (Clinical trials identifier NCT01875666) for the analysis of adaptive responses to HER2 targeted therapy. **b** Normalized RNAseq data from matched patient samples was used to generate log2 fold changes for expressed genes (post-treatment vs. pre-treatment). The fold change in expression was used for the principal component analysis (PCA). Labels indicate patient number and dot color indicates treatment arm. The blue dashed line indicates distinct matched samples (from patients 116, 119, and 123) determined to be strongly responsive based on their distinct expression changes. **c** Log_2_ fold change for *FOXA1* for matched patient samples is plotted. The blue dashed line indicates the strongly responsive sample pairs. **d** Log_2_ fold changes of the top 5000 differentially expressed genes for matched patient samples were used for unsupervised hierarchical clustering and nearest neighbor analysis was performed for the *FOXA1*. The top 10 genes by Pearson correlation are indicated, as well as select genes identified from HER2+ cell line SE analysis. **e** The breast invasive carcinoma (TCGA, provisional) data set was used to identify genes most significantly co-expressed with *HER3* expression in patient tumors. The top genes were *XBP1* (not shown) and *FOXA1*. The dashed line indicates regression line. Table contains legend for mutation status, if known. **f** Pathway analysis of gene expression data from matched patient samples was performed and the pathway scores differences was used for marker selection comparing the strongly responsive sample pairs (blue dashed line) to all other sample pairs. The top 25 pathways (increased and decreased) are shown (10% FDR cutoff). Representative significant pathways are listed with associated reference.

For 13 patients, matched pre-treatment and post-treatment samples were collected while for 8 additional patients, only a pre-treatment or a post-treatment sample was obtained of sufficient quality for analysis. DESeq2 analysis of transcriptome data from all post-treatment samples versus all pre-treatment samples identified 185 genes that were significantly upregulated and associated with immune signatures, including PD1 and PD-L1 individual gene expression (Supplementary Fig. 4a, Supplementary Data 5, and Supplementary Data 6). This is consistent with a role for innate and adaptive immunity in response to HER2 antibody treatment^36^ and increasing recognition of the independent contribution of the immune microenvironment to response to HER2-directed drugs^8,37^. Other investigators have found that tumor infiltrating lymphocytes or increased immune gene expression 7–15 days after initiating trastuzumab or trastuzumab plus lapatinib are associated with higher pathologic complete response after several months of therapy^38,39^. Our data suggest specific immune activation patterns are part of the earliest response pattern, clearly detectable within 7 days of initiating therapy, and appear similar across antibody-based anti-HER2 treatments. The log_2_ fold change in expression for matched patient samples was used for principal component analysis of the transcriptome (Fig. 4b). Three matched pairs (from patients 116, 119, and 123) were notably distant from the other 10 patient pairs.

We also observed segregation of these sample pairs by unsupervised hierarchical clustering of the expressed kinome (Supplementary Fig. 4b). The three distinct sample pairs represented three different treatment arms (patient 116, P; 119, T + P, 123, T) so a specific treatment did not dictate their unique transcriptional response. Within these HER2+ tumors based on clinical criteria, all the molecular intrinsic subtypes were represented, however, there was no apparent relationship between subtype and the kinome expression changes induced by HER2-targeting drugs (Supplementary Fig. 4b).

Previous gene expression profiling studies have shown that clinical HER2+ samples include HER2-Enriched, Luminal A, Luminal B, Basal-like, and Normal-like subtypes and that the HER2-Enriched subtype has markedly higher clinical and pathologic responsiveness to standard anti-HER2 drugs^7,40^. Most pre- and post-treatment matched pairs that were less molecularly dynamic retained the same intrinsic subtype, with the exception of patient 125, whose sample subtype changed from Luminal A to Luminal B, patient 108 (Luminal B to Luminal A), and 113 (Luminal A to Normal-like). In the three strongly responsive paired samples, the intrinsic subtype of patient 116 changed from Basal-like to HER2-Enriched, patient 119 from HER2-Enriched to Luminal A, and patient 123 did not change and was classified as Luminal B at both time points. Collectively, these data indicated that intrinsic subtype could not explain these variations in short-term, drug-induced expression changes.

The three matched pairs of samples that underwent the strongest molecular response within 7 days did not exhibit significantly higher HER2 expression and were not exclusively HER2-Enriched intrinsic subtype at baseline. When the three pre-treatment samples were compared to all other pre-treatment samples they had significantly higher expression of *PSMD3*, a gene located within the *HER2* amplicon at 17q21.1 (Supplementary Fig. 4c and Supplementary Data 6). These pre-treatment samples also had higher HER2-amplicon gene expression module score when compared to the less responsive samples (Supplementary Fig. 4d and Supplementary Data 7). This observation supports other findings that increased *HER2* amplification or HER2 amplicon score may identify those tumors that are more HER2-addicted and more likely to exhibit a high degree of dynamic response^9^.

As our preclinical analysis had implicated FOXA1 in the adaptive response to HER2 inhibition, we assessed *FOXA1* expression levels in matched patient samples (Fig. 4c). The three strongly responsive samples identified by unsupervised approaches had the largest decreases in *FOXA1* in response to treatment. To identify genes behaving in a manner similar to *FOXA1*, we performed unsupervised hierarchical clustering of the log_2_ fold change of the top 5000 differentially expressed genes. Nearest neighbor analysis for the *FOXA1* gene response was performed to rank genes by Pearson correlation (Fig. 4d). The change in *FOXA1* strongly coincided with a number of epithelial marker genes (*GRHL2, CDH1*, and *EPCAM*) as well as *HER3*. Additionally, expression of *HER2*, *DDR1*, and the TFs *GATA3, XBP1*, and *PBX1* were also strongly correlated with *FOXA1*. To validate this observed correlation, we analyzed the genes correlated with *FOXA1* using TCGA provisional RNAseq data from the Breast Invasive Carcinoma samples using cbioportal.org^41,42^. The highest correlation with *FOXA1* was *ESR1* (ER), consistent with a critical role for FOXA1 as a pioneer factor for ER. However, when we used *HER3*, the most strongly correlated genes were *FOXA1* and *XBP1*, by Spearman correlation (Fig. 4e and data not shown).

Given the response of *FOXA1* in the three distinct matched sample pairs, we performed expression pathway analysis and marker selection to identify the most significantly altered pathway scores (as log_2_ fold change) in response to treatment (Fig. 4f). In addition to increases in a number of immune signatures, we observed decreases in HER2, HER2 amplicon, MYC, PI3K, KRAS, and E2F1 modules (10% FDR). These data revealed a distinct subset of patient sample pairs were characterized by rapid and dramatically reduced *FOXA1* expression coincident with *HER3* and *HER2* expression changes, as well as immune signature increases consistent with the trastuzumab and pertuzumab inducing an immune cell infiltration in these patient tumors and proliferative signature decreases. These strongly responsive samples showed higher HER2 amplicon pathway activity at baseline (pre-treatment).

### Distinctly responsive patient samples share discrete TF and functional kinome features

Given the connection between FOXA1, HER2, and HER3 and strong molecular responses in the matched patient samples, we included unmatched clinical trial specimens for further analysis. Initially, principal component analysis (PCA) of the expressed kinome from RNAseq analysis was performed (Fig. 5a). The three distinctly responsive samples (116, 119, and 123) were nearest to three other samples (109, 118, and 121) when their post-treatment kinome expression data was used. Unsupervised hierarchical clustering of all evaluable samples revealed a segregated cluster of the same 6 post-treatment samples (Supplementary Fig. 5a). This response was not exclusive to the kinome, as unsupervised hierarchical clustering based upon the top 2000 differentially expressed genes led to similar segregation (Supplementary Fig. 5b). Importantly, these six post-treatment samples were from two different medical centers, suggesting that the differences were not attributable to technical differences introduced by tissue handling. The distinct group of six post-treatment samples also included a patient specimen from each of the four treatment arms, implying that the transcriptional response was not dependent on a specific HER2 treatment regimen.

**Fig. 5:**
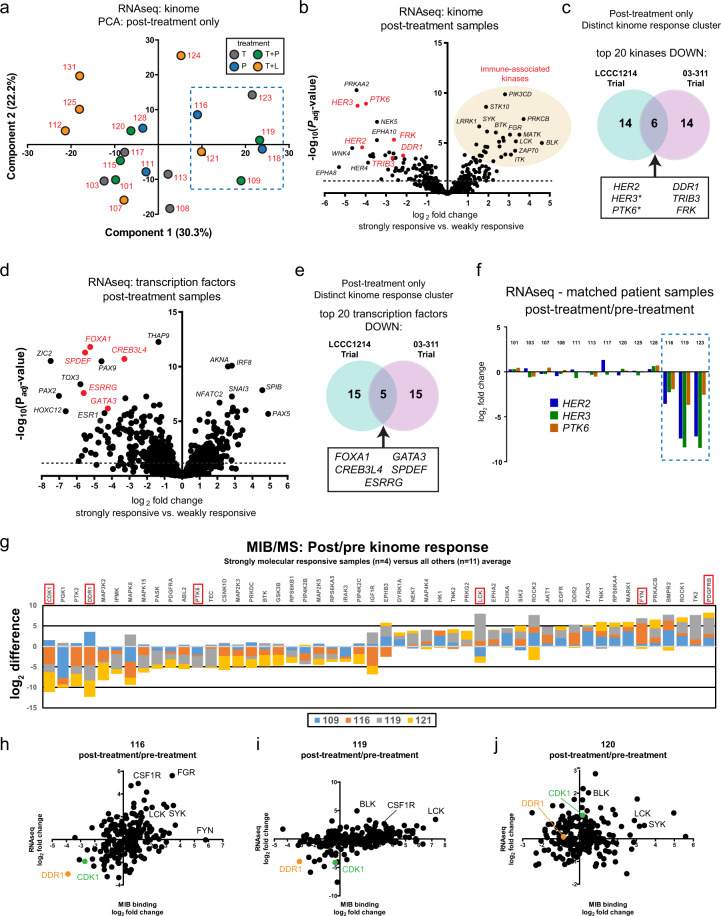
Distinctly responsive post-treatment samples share common kinome and transcriptome features following HER2 targeting. **a** All post-treatment samples with RNAseq data were used to filter for expressed kinases. The normalized kinome expression data was used for principal component analysis (PCA). Patient number is indicated in red for each dot and color indicates LCCC1214 treatment arm. Dashed line indicates previously identified patients 116, 119, and 123 and neighboring samples 109, 118, and 121. **b** RNAseq expression levels of strongly responsive post-treatment samples were compared to the less-responsive post-treatment samples by DESeq2 to identify differentially expressed kinases. The volcano plot indicates the magnitude and the significance of the identified expression differences. Dashed line indicates FDR 5%. **c** Log_2_ normalized gene expression data (GSE76360) of the kinome was analyzed from the 03-311 clinical trial (Clinical trials identifier NCT00148668), in which patient samples were obtained pre-treatment and after 10–14 days of trastuzumab. Post-treatment gene expression data of the kinome was used for unsupervised hierarchical clustering and a segregated cluster of 7 post-treatment patient samples (of 50 total) was identified. Marker selection was performed in Morpheus (Broad Institute) to identify the top 20 kinases significantly down in the strongly responsive post-treatment samples for 03-311 trial data and from DESeq2 analysis of the LCCC1214 trial from (**b**). Venn diagram shows the 6 kinases common to both data sets. Asterisks indicate that more than one gene probe was identified by marker selection for the 03-311 data set (Illumina expression beadchip). **d** DESeq2 analysis of differentially expressed transcription factors in the strongly responsive versus weakly responsive post-treatment LCCC1214 samples. The volcano plot indicates the magnitude and the significance of the identified expression differences. **e** Marker selection was performed in Morpheus (Broad Institute) to identify the top 20 transcription factors with decreased expression in the strongly responsive post-treatment samples for 03-311 trial and compared with the DESeq2 analysis for LCCC1214 from (**a**). The Venn diagram shows the 5 transcription factors common to both clinical data sets. **f** The post-treatment/pre-treatment log_2_ fold change of *HER2*, *HER3*, and *PTK6* expression is shown for paired patient samples. **g** Paired post-treatment and pre-treatment samples from the LCCC1214 study were processed for kinome analysis by MIB/MS. The log_2_ MIB binding changes (post/pre) were plotted as the sum of strongly molecular responsive samples (patients 109, 116, 119, and 121) versus the average difference for weakly-responsive matched pairs and the top 25 differences in both directions are shown. **h**–**j** Log_2_ fold changes for the indicated matched patient samples as determined by MIB binding (*x*-axis) and RNAseq (*y*-axis).

Pathway analysis of the distinct post-treatment samples using Enrichr identified a significant enrichment for increased immune response and decreased HER2/HER3 pathway activity associated with the kinase PTK6 and TF FOXA1 (Supplementary Fig. 5c and Supplementary Data 8). Together, the changes in gene expression activity confirmed that this discrete subset of post-treatment patient tumors were dynamically responsive after 7 days of HER2 antibody treatment with evidence of immune infiltration and activation.

To analyze the kinome response, we performed differential expression analysis by DESeq2, comparing the strongly responsive and weakly responsive subsets of post-treatment tumor samples (Fig. 5b and Supplementary Data 9). Kinases with significantly increased expression in the responsive cluster included numerous immune-associated and mesenchymal genes such as *TGFBR2*, *CSF1R*, *LCK*, and *PIK3CD*, consistent with the observed increase in immune gene expression signatures. Kinases with notable changes in significance and magnitude included *HER2*, *HER3*, and *PTK6* (also known as Brk, breast tumor kinase).

We accessed the normalized gene expression data set from a published clinical trial, 03-311 (NCT00148668)^39^. The 03-311 data set included 50 matched pre- and post-treatment sample pairs where HER2+ patients received a single dose of trastuzumab and underwent surgery 7–14 days later. To compare our findings in exclusively post-treatment samples, we initially filtered the data to include only the 50 post-treatment tumor samples and analyzed the expressed kinome (Supplementary Fig. 5d). Unsupervised hierarchical clustering of the kinome expression data from this study identified a subgroup of 7 out of 50 total tumor specimens with a similar profile to the 6 tumors identified in our study. Marker selection analysis on the distinct cluster of 7 tumors versus the remaining 43 was performed and an equivalent comparison was made for our study to highlight any observed similarities (Fig. 5c). Of the top 20 discriminatory kinases with decreased expression, 6 were common to both data sets—*HER2, HER3*, *PTK6*, *DDR1, TRIB3*, and *FRK* (Fig. 5b, red). As the 03-311 expression analysis utilized Illumina beadchip arrays, multiple gene probes were sometimes present. Notably, all probes for *HER3* and *PTK6* were included among the top discriminatory markers for 03-311. We also performed clustering of the log_2_ fold change (post/pre) for the expressed kinases in the 03-311 study. The same 7 patient pairs were close in distance and the response of *HER2* was strongly correlated to *HER3* and *PTK6* (data not shown). Thus, our study and the 03-311 trial both contained a discrete subset of post-treatment patient specimens with markedly stronger transcriptional responses of HER2, HER3, PTK6, and other kinases after 1–2 weeks of HER2 antibody therapy.

We next examined the differentially expressed TFs in the select post-treatment specimens to gain insight into the adaptive response (Fig. 5d). Numerous immune-associated and mesenchymal factors such as *AKNA*, *IRF8*, *IRF4*, and *ZEB2* were significantly increased, consistent with both our global and gene-centric pathway analyses. We compared the expression of TFs in post-treatment samples in our study to the 03-311 trastuzumab study (Fig. 5e). The top 20 discriminatory TFs from the distinctly responsive post-treatment samples in each study revealed five common genes—*FOXA1, GATA3, CREB3L4, SPDEF*, and *ESRRG* (Fig. 5d, red). The ETS family member, SPDEF, exhibits high expression in prostate epithelium and has been shown to promote luminal breast cancer gene expression and proliferation^43,44^. Matched post/pre sample pairs confirmed that the expression of *HER2*, *HER3*, and *PTK6* was reduced (Fig. 5f).

The adaptive kinome response was further interrogated using a chemical proteomic method, MIB/MS, using samples with sufficient tissue for mass spectrometry analysis. Label-free quantification (LFQ) of MIB binding was performed using MaxQuant (MaxLFQ) and the log_2_ fold change for matched post-treatment and pre-treatment pairs was determined (Fig. 5g, Supplementary Fig. 5e, and Supplementary Data 10). Consistent with our observation from gene expression data, a stacked bar plot of the top 20 changes in response to treatment in all samples was enriched for kinases associated with immune cells (e.g., SYK, FGR, FER, BTK). Thus, the kinome of all samples showed evidence of treatment using a standard–of-care HER2 antibody.

To focus on the strongly transcriptionally responsive sample pairs, a stacked bar plot of the 25 kinases with the largest sum differences in MIB binding (decreased and increased) revealed that they were characterized by decreased binding of DDR1, consistent with the RNAseq data, and CDK1, the G_2_/M cyclin-dependent kinase associated with proliferation. Kinases with highest sum increased binding included the mesenchymal marker PDGFRB and immune-associated kinases FYN and LCK in select patients. A scatter plot of log_2_ fold change in MIB binding (*x*-axis) and gene expression (*y*-axis) from two strongly responsive matched patient samples (116, and 119, Figs. 5h and i) and a comparatively weakly responsive matched patient sample (120, Fig. 5j) highlights the consistent increases in immune-associated kinases such as LCK, CSF1R, and SYK. In contrast, the decreases in DDR1 and CDK1 expression and MIB binding were more pronounced in the strongly responsive patient samples. Collectively, analysis of the adaptive kinome response identified an immune response triggered by HER2-targeted therapy and confirmed the loss of key proliferative and breast cancer-associated kinases in the discrete, strongly molecular responsive subset of patients.

### FOXA1-dependent adaptive response gene set applied to patient sample pairs

To test the assertion that FOXA1 might regulate genes involved in adaptive response to HER2 inhibition, we used our RNAseq data from SKBR-3 cells treated with lapatinib or treated with FOXA1 siRNA (Fig. 3a). Using DESeq2, we identified genes induced by lapatinib (log_2_ fold change >1, 5% FDR) and genes whose expression was reduced by FOXA1 depletion (log_2_ fold change <1, 5% FDR) and selected the genes present in both sets (Fig. 6a and Supplementary Data 4). 

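Of 13713 genes tested, 910 were induced and 978 reduced by lapatinib with NT siRNA at a log2 fold change of at least 1 in size (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOXA1 siRNA in DMSO reduced 380 and raised 556 of 13694 genes. The numbers with the replicate number as a block were 937 and 1005 after lapatinib and 414 and 608 after FOXA1 siRNA, and 900 of the 910 induced and 377 of the 380 reduced genes were among them. FOXA1 siRNA in lapatinib, a comparison Fig. 6a does not use, reduced 535 and raised 619 of 13727 genes (571 and 657 with the block), and lapatinib with FOXA1 siRNA against DMSO with NT siRNA reduced 1200 and raised 1376 of 13813 (1225 and 1395 with the block).

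The genes induced by lapatinib and reduced by FOXA1 siRNA in DMSO numbered 55, and 64 with the replicate number as a block, which included all 55. Of the 13511 genes tested in both comparisons, 804 were induced and 380 reduced, so that 22.6 genes would fall in both sets by chance (ratio 2.43, one-sided exact hypergeometric test, p = 6.72e-10, across genes that are not independent). With the genes parted into 10 bins by mean expression, chance gave 31.5 genes and a ratio of 1.74. The other pairs of directions exceeded chance as well, with 82 genes induced by lapatinib and raised by FOXA1 siRNA (ratio 2.84, one-sided exact hypergeometric test, p = 3.03e-18), 63 reduced by both (2.29) and 65 reduced and raised (1.85). The number of genes depended most on the fold-change minimum, as 753 genes fell in both sets without one. With DESeq2 at its default settings it was 51, of which 50 were among the 55.

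Fig. 6b shows 47 genes, and 46 of them passed both thresholds. The exception was CP, which had 43.2 ± 22.1 normalized counts in DMSO and 94.9 ± 55.4 in lapatinib (SD, n = 3 each) with NT siRNA and overlapped between these groups. Its log2 fold change was 1.16 (standard error 0.46, adjusted p = 0.0590, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.000659 with the block. With p adjusted over the 47 genes alone, all 47 passed, which shows no stability, since the list is the paper's own selection from these data. In the fits that each left out a sample, between 39 and 45 of the 47 genes passed.

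Among the induced genes whose groups did not overlap and whose mean normalized count was at least 100, C17orf103 (NATD1) rose by a log2 fold change of 3.78 (standard error 0.16). It ranked 2 by size, and the gene with a larger rise is not used here. TNFSF10, PALM2-AKAP2 and SEMA6C rose by between 3.51 and 3.63. The value of PALM2-AKAP2 is uncertain, since it shares exons with AKAP2. CDCA7, MCM10, CLSPN, FAM111B and DTL fell by between -5.38 and -4.24. After FOXA1 siRNA in DMSO, ANXA1 rose by 4.06 (standard error 0.12), ENDOU by 3.23, SLC26A2 by 3.20 and CPA4 by 3.06, and PPYR1 (NPY4R), which has a near-identical copy, by 3.34. RND1, EFHD1 and SIGLEC6 fell by between -2.79 and -2.75. TARP fell by -6.31 and AKAP2 by -4.07, and both values are uncertain. TARP lies within the T cell receptor gamma locus, and AKAP2 shares exons with PALM2-AKAP2. AKAP2 had 0, 47 and 0 rounded counts in replicates 1 to 3 with FOXA1 siRNA in DMSO. Over the alternatives its log2 fold change ranged from -11.02 to -0.17, with an adjusted p of up to 0.382 (edgeR's quasi-likelihood test or DESeq2, with Benjamini-Hochberg adjustment).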

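The 55 genes that lapatinib induced and FOXA1 siRNA reduced in DMSO included HER3, XBP1, TOX3, SPINK8 and BAMBI. TOX3 (Entrez gene 27324), on chromosome 16 of GRCh38 from 52436417 to 52547802, had 163.6 ± 16.2 normalized counts in DMSO and 535.0 ± 78.9 in lapatinib with NT siRNA and 55.6 ± 9.85 and 177.4 ± 45.9 with FOXA1 siRNA (SD, n = 3 each). Its log2 fold change after lapatinib was 1.73 (standard error 0.13) with NT siRNA and 1.68 (standard error 0.22) with FOXA1 siRNA. FOXA1 siRNA changed it by -1.54 in DMSO (standard error 0.17, adjusted p = 0.000273, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPINK8 rose with lapatinib by 1.11 (standard error 0.12) and changed by -1.55 (standard error 0.16) after FOXA1 siRNA, and BAMBI rose by 1.03 (standard error 0.10) and passed the threshold for genes reduced by FOXA1 siRNA.

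Of the 55 genes, 50 could be tested for a response to lapatinib in FOXA1-depleted cells, and 41 of these were induced there when no fold-change minimum was set, 30 of them by a log2 fold change of at least 1. Over the genes tested, the median log2 fold change after lapatinib was 1.42 with NT siRNA and 1.23 with FOXA1 siRNA. The interaction of siRNA and drug was below 0 for 37 of the 55 genes. It was significantly negative for 5 genes and positive for 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The block raised these numbers to 11 and 3. The largest negative interactions among the 5 were those of SOCS2 (-1.40, adjusted p = 0.0113) and LFNG (-1.28, adjusted p = 0.00240), and BDKRB2 had the positive one (0.80, adjusted p = 0.0146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LFNG and BDKRB2 were picked out after their values were seen. LFNG did not respond to lapatinib in depleted cells, with a log2 fold change of -0.01.

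**Figure D3:**
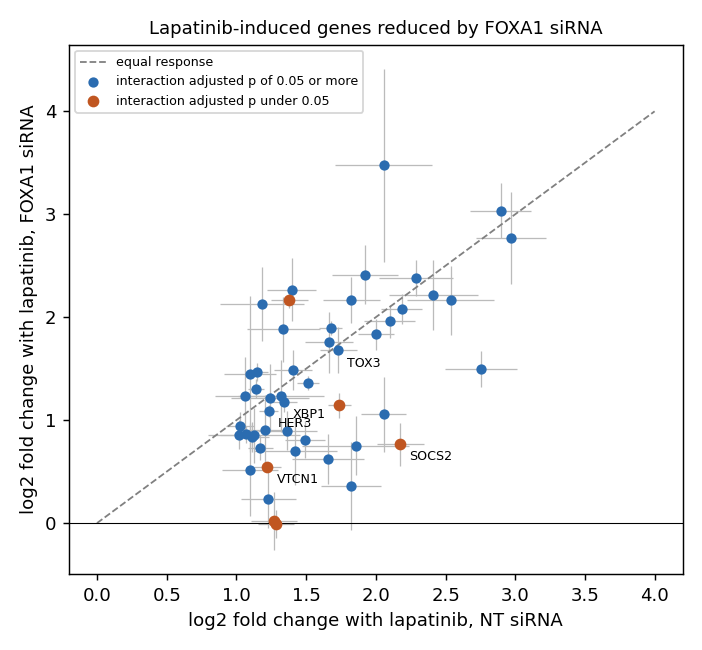
Log2 fold change after lapatinib with NT siRNA (x axis) and with FOXA1 siRNA (y axis) for the 50 genes tested in both. Error bars are standard errors, the dashed line marks an equal response, and the genes with a significant interaction, such as VTCN1 and SOCS2, are in orange.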

When the 50 intersecting genes were used to query Enrichr, significant enrichment was observed for multiple ER and FOXA1 ChIPseq data sets (not shown) which is consistent with the ER–FOXA1 relationship. We next used the 50 genes (“FOXA1-dependent adaptive response genes”), to generate a dendogram by unsupervised hierarchical clustering of matched patient samples (Fig. 6b). Forty-seven of these 50 genes were expressed and HER3 and the transcription factors TOX3 and XBP1 were among the most strongly downregulated genes from this set. In SKBR-3 cells, both TOX3 and XBP1 display the strong induction of proximal SEs following lapatinib treatment that is blocked by JQ1 treatment (Supplementary Fig. 6 and data not shown). We also noted the inclusion of *VTCN1* (V-set domain containing T cell activation inhibitor), a gene responsive to NF kappa B and inflammation and a negative regulator of T cells. 

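VTCN1 (Entrez gene 79679) lies on chromosome 1 of GRCh38 from 117143587 to 117210960. With NT siRNA it had 9994 ± 408.4 normalized counts in DMSO and 22980 ± 3268 in lapatinib, and with FOXA1 siRNA 4099 ± 132.7 and 5945 ± 233.3 (SD, n = 3 each). The log2 fold change after lapatinib was 1.22 (standard error 0.10) with NT siRNA and 0.54 (standard error 0.05) with FOXA1 siRNA. The difference between the responses was -0.66 (standard error 0.12, adjusted p = 0.00616, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOXA1 siRNA changed VTCN1 by -1.27 in DMSO (standard error 0.05, adjusted p = 4.05e-06) and by -1.96 in lapatinib (standard error 0.10, adjusted p = 7.63e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, the adjusted p of the interaction was 0.000651. It was at most 0.0216 in the 12 fits that each left out a sample (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In normalized counts, the rise with lapatinib in depleted cells was 14.2% of that in control cells, and smaller in all 3 replicates. Every rise in depleted cells was below every rise in control cells (exact permutation test without pairing, p = 0.1, the smallest p that 3 against 3 allow).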

Although this gene set was derived from cell type-specific expression changes in HER2+/ER− SKBR-3 cells, the strongly responsive patient samples 116, 119, and 123 could be discriminated. The 20 genes (upper cluster) displaying a trend toward strong reduction post-treatment had a significant association with HER2 from the “ARCHS4 Kinases Coexpression” set after Enrichr query (*P*_adj_ = 0.008050) while the lower cluster (27 genes) did not. The associated genes included *XBP1, SPINK8, BAMBI*, and *VTCN1*. The broad effects on enhancers, gene expression, and phenotype imply that multiple genes may be involved, possibly a TF network, but that FOXA1 reduction elicits a significant response to lapatinib. 

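ESR1 (Entrez gene 2099), which encodes estrogen receptor alpha, lies on chromosome 6 of GRCh38 from 151656691 to 152129619. In the SKBR-3 libraries it had between 12 and 42 rounded counts. Its normalized counts were 14.6 ± 1.55 in DMSO and 34.0 ± 8.10 in lapatinib with NT siRNA, and 14.0 ± 2.45 and 39.5 ± 2.36 with FOXA1 siRNA (SD, n = 3 each). The log2 fold change of ESR1 after lapatinib was 1.24 with NT siRNA (standard error 0.28, adjusted p = 0.00486, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.49 with FOXA1 siRNA (standard error 0.23, adjusted p = 0.000650). FOXA1 siRNA did not change it detectably at this depth in DMSO (log2 fold change -0.05, standard error 0.28, adjusted p = 0.914) or in lapatinib (0.20, standard error 0.22, adjusted p = 0.500, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These adjusted p were 0.903 and 0.450 with the replicate number as a block. The difference between the responses to lapatinib was 0.27 (standard error 0.33, adjusted p = 0.742, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.656 was its adjusted p with the block.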

Taken together, these findings suggest that an ER-independent role is played by FOXA1 in mediating adaptive responses to HER2 inhibition.

**Fig. 6:**
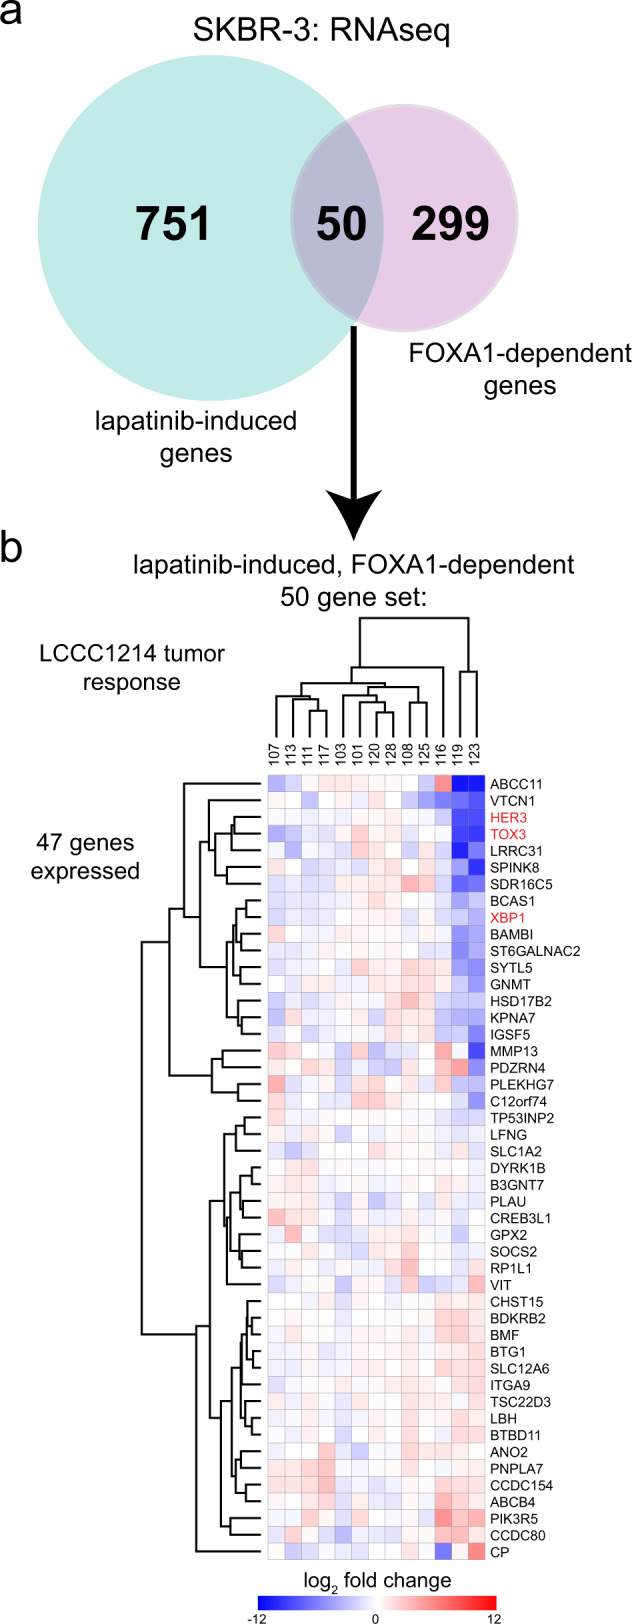
A FOXA1-dependent adaptive response gene set discriminates strongly responsive patient samples. **a** DESeq2 analysis of SKBR-3 cells treated with lapatinib vs. DMSO or with siRNA targeting FOXA1 vs. non-targeting siRNA was performed to identify genes upregulated or downregulated, respectively, with log_2_ fold change of ≥ 1 or ≤ 1, respectively, and FDR cut-off of 5%. The number of genes in each list was compared and the overlap is shown in the Venn diagram to identify FOXA1-dependent genes responsive to HER2 targeting with lapatinib. **b** Log_2_ fold changes in expression for matched patient samples from the gene set identified in (**a**) was used to perform unsupervised hierarchical clustering.

## Discussion

HER2 targeting using a variety of available drugs has transformed outcome in this subset of breast cancers. However, resistance remains a problem both in the early and metastatic settings. Moreover, due to the relatively low responsiveness to HER2-targeted drugs alone, the treatment regimens usually include some form of cytotoxic agent. This is the reason that optimizing the effectiveness of all-biologic regimens and identifying the basis for exceptional response is so attractive. Our integrative analysis in HER2+ models implicated FOXA1 as a mediator of gene expression and lineage, irrespective of ER status. While both RNAseq expression analysis and proteomic analysis of the kinome revealed immune responses characteristic of HER2 antibody treatment, we observed a distinct subset of HER2+ patient tumors with comparatively stronger molecular responses. These specimens exhibited dynamic immune pathway alterations and more dramatic reduction in *FOXA1, HER2, HER3* and proliferative kinases such as *CDK1*. Dramatically higher responses in HER2, HER3, and FOXA1 seen in a subset of post-treatment samples was also seen in a subset of patients from an independent clinical trial. We observed that higher HER2 amplicon pathway was associated with early molecular responses. Immune cell activation has been consistently associated with clinical and molecular response to HER2-directed therapy; we also found increases in immune signatures, as well as PD-1 and PD-L1 gene expression 7 days after initiating treatment (Supplementary Fig. 7).

FOXA1 is predominantly considered a pioneer factor for ER from studies in ER+ breast cancer as well as the androgen receptor (AR) in prostate cancer, promoting chromatin accessibility for these TFs^28,34,45^. The expression of FOXA1 correlates with ER expression, with better prognosis, and is amongst the classifier genes in the PAM50 intrinsic subtype classifier^46^. The shared cell lineage of HER2+ breast cancer with other luminal breast cancers prompted deeper investigation into a potential role for FOXA1 in HER2+/ER− breast cancer^47^. FOXA1 was recently identified as an essential gene in luminal breast cancer cell lines^48^. Based on our findings, we propose that FOXA1 is key to HER2+ breast cancer cell identity and adaptive reprogramming. The notion of transcription factor addiction may be true for FOXA1 in HER2+/ER− breast cancer. The recent integration of large data sets to identify dependencies, depMap (https://depmap.org/portal/), further supports that FOXA1 is embedded in breast epithelial lineage, with enriched dependencies for ER+ and HER2+ cell populations. Given that FOXA1 has been shown to function in response to proinflammatory signaling and endocrine resistance in breast cancer cells and in regulatory T cells^49–51^, it will be critical to discriminate FOXA1-dependent, cell type-specific effects. Recruitment of FOXA1 to specific regions, such as the *HER3* intronic enrichment in response to lapatinib observed here (Supplementary Fig. 3) merits further functional studies to establish the requirement of these interactions for HER3 induction.

Recently, Toska et al. demonstrated the cooperative interplay of FOXA1, PBX1, and the histone methyltransferase KMT2D, in the adaptive response of ER+ breast cancer to PI3K inhibition^52^. Epigenetic alterations are a key source of acquired resistance to HER2-directed therapy and potential targetability^53–57^. Trials combining HDAC inhibitors with anti-HER2 drugs have had mixed results but all are small and tolerability has been an issue, although a recent study using entinostat demonstrated some promise^58^.

Wang et al. recently demonstrated that BET bromodomain inhibitors, including JQ1, could interfere with FOXA1-dependent repression and promote prostate cancer invasion^59^. This is consistent with the dramatic effects we observed with either JQ1 treatment or FOXA1 depletion in combination with HER2 targeting (Figs. 1g and 2h). This observation should prompt deeper investigation into both HER2+ and ER+ breast cancer models to elucidate the potential impact of BET bromodomain inhibitors on FOXA1 function. Ongoing and recently completed Phase I studies of BET inhibitors in multiple solid tumors (NCI02259114, NCT03220347, and NCT03035591) suggest that combinations could be employed with HER2-targeting agents. A recent study from Gao et al. demonstrated that demethylation of lysine 270 of FOXA1 by LSD1 was critical for FOXA1 function in prostate cancer models^60^. A small molecule inhibitor of LSD1 (GSK2879552) was effective alone and in combination with AR-targeting enzalutamide in prostate cancer xenograft models. It remains to be determined whether similar effects can be observed using LSD1 inhibition in breast cancer models.

We are aware that limitations of this study include (1) the size of the window-of-opportunity trial, making it not feasible to identify variations in adaptive response mechanisms by drug combination (antibody alone or antibody plus small molecule, for example), and (2) by virtue of the short duration of drug exposure in this trial, it is not possible to associate adaptive changes with clinical endpoints. Nonetheless, this study builds upon existing and emerging evidence of the nature and importance of short-term adaptive responses to kinase inhibition. Our prior work in both triple-negative and HER2+ breast cancer suggest heterogeneity in adaptive reprogramming makes targeting the response challenging; in this study we have found in HER2+ breast tumors that targeting underlying epigenetic mechanisms of reprogramming may be feasible and circumvent variability in expressed adaptations. Like other investigators, we found that immune cell response to anti-HER2-therapy occurs very early; we also found that this short-term response was similar across several anti-HER2 drugs. The other major early and prominent adaptive response is related to FOXA1 and our findings suggest a role for this master TF in adaptive response to HER2-targeted therapy. Thus, ongoing efforts to disrupt FOXA1 as a means to augment treatment of ER+ breast cancer may be useful for HER2+/ER− disease as well.

## Methods

### LCCC1214/TBCRC 036 window-of-opportunity clinical trial

The LCCC1214/TBCRC 036 window trial, “Defining the HER2 Positive (+) Breast Cancer Kinome Response to Trastuzumab, Pertuzumab, Combination Trastuzumab + Pertuzumab, or Combination Trastuzumab + Lapatinib” is registered under the ClinicalTrials.gov identifier NCT01875666 (date of registration, 6/13/2014). GlaxoSmithKline generously provided lapatinib (Tykerb™) and Genentech, Inc. generously provided trastuzumab (Herceptin™) and pertuzumab (Perjeta™) for the study. Eligible women included those with newly diagnosed Stage I–IV HER2+ breast cancer scheduled to undergo definitive surgery (either lumpectomy or mastectomy). Stage I–IIIc patients could not be candidates for a therapeutic neoadjuvant treatment. Histological confirmation of HER2+ status was determined by IHC 3+ or by fluorescence in situ hybridization (FISH), clinical assays on either primary or metastatic tumor. Study subjects provided informed written consent that included details of the non-therapeutic nature of the trial, and the study was approved by the UNC Office of Human Research Ethics and conducted in accordance with the Declaration of Helsinki. Twenty-two patients were enrolled at three institutions (UNC, Dana Farber, MD Anderson) between 10/31/2013 and 12/6/2016, of whom 15 were randomized to a treatment arm (4A, 3B, 4C, 4D). The remaining 7 either declined a required study procedure after enrollment or were found ineligible (e.g., ineligible based on pretreatment laboratory values), some of whom had research biopsies already collected on an institutional tissue banking protocol so could contribute pre-treatment samples for analysis but could not contribute post-treatment samples. No patient had a treatment-related adverse event during the course of study treatment or follow-up. The study was closed for completion of enrollment for this purely correlative trial. For 13 of these patients, matched pre-treatment and post-treatment samples were collected while for 8 additional patients, only a single pre-treatment or post-treatment sample of sufficient quality was available.

Following enrollment, patients were randomly assigned to one of four treatment arms; (A) single dose trastuzumab (8 mg/kg IV); (B) single dose pertuzumab (840 mg); (C) combination trastuzumab (8 mg/kg) + pertuzumab (840 mg) for one dose each; or (D) combination single dose trastuzumab plus oral lapatinib (1000 mg daily) for one week. Study subjects underwent core biopsy of the breast tumor (pre-treatment), received treatment for 7 days prior to the scheduled surgery date. At surgery, a post-treatment tumor specimen was reserved for research. Biopsy and surgical specimens were immediately placed into liquid nitrogen. Flash-frozen pre- and post-treatment samples were processed for RNAseq and for kinome profiling by MIB/MS to evaluate adaptive response to HER2-targeted therapy.

### Next-generation RNA sequencing

RNA was extracted from frozen patient specimens, cell lines, or frozen PDX tumors using Qiagen RNeasy Plus Kit with optional DNase I treatment. Libraries were prepared using the KAPA Stranded mRNAseq kit according to the manufacturer’s protocol with 12 cycles of PCR amplification. Samples were indexed with Illumina TruSeq adaptors. Samples were run on an Illumina NextSeq 500 using High Output Kits to produce single end 75 bp or paired-end 50 bp reads.

### RNAseq analysis and PAM50 intrinsic subtyping

FastQC-passed reads were aligned to the human reference genome (hg38) using STAR 2.4.2a^61^ and reads were translated to transcriptome coordinates using Salmon 0.60^62^. Isoform data were collated to single gene IDs using the R package biomaRt^63^, and abundance estimates were upper quartile normalized using R. Gene values were filtered to include only those with 10 or more reads in at least one sample and values (x + 1) were log_2_ transformed and used for unsupervised hierarchical clustering (complete linkage) in Morpheus (https://software.broadinstitute.org/morpheus/). DESeq2 was used for differential expression analysis using raw counts and an FDR cut-off of 5% was used to filter genes used for Enrichr analysis^64,65^. LCCC1214 samples went through standard PAM50 algorithm, samples were classified into 5 different breast cancer subtypes based on the 50 intrinsic gene scores and classification^66^.

### RNAseq pathway signature analysis

In order to implement each signature, the methods detailed in the original studies were followed as closely as possible^67^. The gene expression data set was log_2_ transformed, median centered, and filtered to exclude genes with missing value in more than 20% of the samples. The mean expression value was then calculated using all genes within a given signature and the resulting signature scores are reported in the Supplementary Data 5. Statistical analysis was performed using SAM (*q* < 0.05) to identify significant differences in pathway activity between strong and weak responsive post-treatment samples as well as pre-treatment samples for the matched pairs. Unsupervised hierarchical clustering of pathway signatures (complete linkage) was performed using Gene Cluster 3.0 and Java Treeview was used to visualize the resultant heat maps.

### MIB chromatography, LC-MS/MS, and analysis

Flash-frozen tumor samples were crushed by mortar and pestle in ice-cold MIB lysis buffer and MIB chromatography performed as previously described. Extracts were sonicated 3 × 10 s, clarified by centrifugation, and syringe-filtered (0.22 μm) prior to Bradford assay quantitation of concentration. Equal amounts of total protein (0.3 mg) were gravity-flowed over multiplexed inhibitor bead (MIB) columns in high salt MIB lysis (1 M NaCl). The MIB columns consisted of 175 μl mixture of six Type I kinase inhibitors (CTx0294885, VI-16832, PP58, Purvalanol B, UNC-21474, and UNC-8088A) custom-synthesized with hydrocarbon linkers and covalently linked to ECH-Sepharose (or EAH-Sepharose for Purvalanol B) beads as previously described^12,19^. Columns were washed with 5 mL of high salt (1 M NaCl), 5 mL of low salt (150 mM NaCl) MIB lysis buffer, and 0.5 mL low-salt lysis buffer with 0.1%SDS. Bound protein was eluted twice with 0.5% SDS, 1% beta-mercaptoethanol, 100 mM Tris-HCl, pH 6.8 for 15 min at 100 °C. Eluate was treated with DTT (5 mM) for 25 min at 60 °C and 20 mM iodoacetamide for 30 min in the dark. Following spin concentration using Amicon Ultra-4 (10k cut-off) to ~100 μL, samples were precipitated by methanol/chloroform, dried in a speedvac and resuspended in 50 mM HEPES (pH 8.0). Tryptic digests were performed overnight at 37 °C, extracted four times with 1 mL ethyl acetate to remove detergent, dried in a speed-vac, and peptides further cleaned using C-18 spin columns according to the manufacturer’s protocol (Pierce). Peptides were resuspended in 2% ACN and 0.1% formic acid. 40% of the final peptide suspension was injected onto a Thermo Easy-Spray 75 μm × 25 cm C-18 column and separated on a 120 min gradient (5–40% ACN) using an Easy nLC-1200. The Thermo Q Exactive HF mass spectrometry ESI parameters were as follows: 3e6 AGC MS1, 80 ms MS1 max inject time, 1e5 AGC MS2, 100 ms MS2 max inject time, 20 loop count, 1.8 *m/z* isolation window, 45 s dynamic exclusion. Raw files were processed for label-free quantification by MaxQuant LFQ using the Uniprot/Swiss-Prot human database and default parameters were used with the following exceptions—only unique peptides were used, carbidomethyl (C) fixed modification, and phospho (STY) dynamic modifications, and matching between runs was utilized. In Perseus software (Max Planck Institute), LFQ intensities were log_2_-transformed and missing values were imputed by column using default parameters.

### Cell lines, authentication, and in vitro treatment

SKBR-3 and BT474.m1 HER2+ breast cancer lines were grown in RPMI 1640 supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. These lines obtained from UNC Lineberger Tissue Culture Facility or collaborators, cultured no more than 6 months, and routinely checked for mycoplasma contamination by DAPI staining. Cells were treated for 24 h with lapatinib (300 nmol/L final concentration) or JQ1 (300 nmol/L final concentration) purchased from Selleck Chemicals and dissolved in DMSO.

### Chromatin immunoprecipitation, library preparation, and analysis

Chromatin immunoprecipitation (ChIP) experiments were as described previously^20^. Briefly, 1 × 10^7^ cells per IP were crosslinked for 10 min at room temperature in 1% formaldehyde and neutralized with a final concentration of 125 mM glycine. Nuclear extracts were sonicated 15 cycles (30 s pulse, 30 s cooling) using a Bioruptor Pico (Diagenode). Samples were tumbled overnight at 4 °C with 10 μg antibody (control rabbit IgG (ThermoFisher, Cat. 02-6102), anti-BRD4 (Bethyl Laboratories, Cat. A301-985A100), anti-MED1 (Bethyl Laboratories, Cat. A300-793A100), anti-H3K27ac (Active Motif, Cat. 39133), or anti-FOXA1 (Abcam, Cat. ab5089) conjugated to protein A Dynabeads (ThermoFisher, Cat. 10006D)). After washing and RNaseA/proteinase K treatment, DNA was purified using a Qiagen MinElute PCR purification kit. ChIPseq libraries were prepared using the KAPA HyperPrep Kit according to the manufacturer’s protocol using an equal amount of input DNA. Samples were indexed with Illumina TruSeq adaptors and dual size selection was performed following 16–18 cycles of PCR amplification. Samples were run as equimolar 12-plexes on an Illumina NextSeq 500 using a 75 cycle, high output kit to produce single-end 75 bp reads. Analysis was performed essentially as described by Zawistowski et al., except that peaks within 20 kb were stitched and peaks defined by the following criteria: ±5 kb of any transcription start site (TSS) = promoter, −5 to −200 kb of any TSS = 5′ enhancer, if overlapped with gene boundary = genebody_exon or genebody_intron, within 0 to +200 kb from the 3′ most exon and not classified as any other = 3′ enhancer. All other peaks were defined as “other” or “orphan.” Genes defined as “proximal” for comparison to expression data were defined as those genes whose TSS was within 200 kb 5′ of the 5′ edge or 200 kb 3′ of the 3′ edge of an induced ChIPseq peak.

### siRNA transfection, cell proliferation, and western blotting

Dharmacon (now Horizon Discovery) siGENOME SMARTPool siRNAs targeting MYC (Catalog ID:M-003282-07-0005), FOXA1 (Catalog ID:M-010319-01-0005), FOXO3 (Catalog ID:M-003007-02-0005), FOXO1 (Catalog ID:M-003006-03-0005), or Non-Targeting Control Pool #2 (Catalog ID:D-001206-14-05) were reverse transfected at a final concentration of 25 nM with RNAiMAX (Life Technologies). siRNAs were mixed with 1/1000 final volume RNAiMAX in serum- and antibiotic-free IMDM and incubated at room temperature for 20–30 min before plating trypsinized cells in RPMI 1640 media with 10% FBS and antibiotics. For drug treatment, cells were incubated in siRNA for 24 h before replacement of media with DMSO or drug-containing media. Cells were plated (SKBR-3: 4,000 cells/well and BT474.m1: 6000 cells/well) in 96-well plates and drug-containing media was replenished every 24 h. Live cells were stained with Hoechst in PBS for 20 min at 37 degrees C and imaged/counted with a Thermo Cellomics ArrayScan VTI at 25 frames per well. Equal amounts of extracted protein (determined by Bradford assay) were separated by SDS-PAGE, transferred to nitrocellulose and probed with anti-BRD4 (Bethyl Laboratories, Cat. A301-985A100, 1:1000), anti-ERK2 (Santa Cruz Cat. sc-1647, 1:2000), anti-FOXA1 (Abcam, Cat. ab5089, 1:1000) or the following antibodies (all with Cell Signaling Cat. numbers and used at 1:1000): anti-FOXO1 (2880), anti-FOXO3 (2497), anti-phospho-HER2/ErbB2 (Tyr1221/1222) (2243), anti-HER2 (2242), anti-HER3 (4754), anti-phospho-AKT (Thr308) (4056), anti-phospho-AKT (Ser473) (4060), anti-phospho-ERK1/2 (4370). All western blots shown derive from the same experiment, were processed in parallel, and are representative of at least two experiments. Uncropped images are included in the Supplementary Material.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

The data generated and analyzed during this study are described in the following data record: 10.6084/m9.figshare.14376746^68^. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the data set identifier https://identifiers.org/pride.project:PXD021865^69^. Normalized patient RNAseq data (https://identifiers.org/geo:GSE161743), cell line RNAseq (https://identifiers.org/geo:GSE160001 and https://identifiers.org/geo:GSE160001), and cell line ChIPseq (https://identifiers.org/geo:GSE160667) are all part of the SuperSeries https://identifiers.org/geo:GSE160670^70^ available through the Gene Expression Omnibus. Processed and normalized data are provided as supplemental materials and also reusable format with the data record^68^. Accompanying Supplementary Information and Supplementary Data files contain relevant data used to produce the included figures and are available with this article. A detailed list of which data files underlie which figures and tables in the related article is included in the file ‘Angus_et_al_2021_underlying_data_files_list.xlsx’, which is shared with the data record^68^.

How the deposited data were processed for this re-analysis (not part of the article)

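RNAseq of SKBR-3 cells, an established HER2-amplified, ER-negative breast cancer cell line, was analyzed in 12 samples, 3 replicates in each of 4 groups. The groups received a non-targeting (NT) or a FOXA1 siRNA pool and then DMSO or 300 nM lapatinib for 24 h. The ChIPseq, immunoblot, cell growth and patient data of the paper were not analysed here. Groups and replicate numbers were taken from the labels of the samples and checked against the legend of Fig. 3a, and FOXA1 was checked in every library.

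The authors deposited for each library an expected count per gene, which is an estimated number of reads and need not be whole, for 20531 genes named by symbol and Entrez gene ID. The authors also deposited a normalized signal, the expected count divided by the upper quartile of the nonzero counts of the library and multiplied by a constant, and the TPM of each gene. The deposited length of each gene is a mean transcript length in bases. The methods give alignment to hg38 with STAR, quantification with Salmon, collation to genes with biomaRt and upper quartile normalization, while the deposited columns are those of RSEM, whose version the text does not give. The replicates were deposited separately and not pooled. Library preparation was stranded by the methods, but whether the counting used strand is not given in the paper's text, so overlapping and antisense genes are uncertain.

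Of these values, the expected counts were used for the tests, after rounding to whole numbers. The deposited normalized signal and TPM were read only to check the unit of the files. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 by its quasi-likelihood test (glmQLFit and glmQLFTest) after TMM normalization. Each comparison of 2 groups was fitted on its own 6 samples and on genes with at least 10 counts in at least 1 of them, and the interaction of siRNA and drug on all 12 samples. The methods give a filter of this kind for the values used in clustering and state none for the differential expression. They name DESeq2 on raw counts, and DESeq2 was run as an alternative on the genes kept by this filter. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, as in Fig. 6a. The paper writes the limit for reduced genes without a minus sign, and it was read as -1. No minimum was set for the interaction. Standard errors of log2 fold changes were computed from the fold change and its F statistic. Normalized counts are counts divided by TMM-scaled library sizes at the average depth of the 12 libraries, given as mean ± SD. Exact permutation tests of 3 samples against 3 cannot give a p below 0.1, and 10% of genes show no overlap between such groups by chance. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the tables and plots.

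The expected counts of a library summed to between 25749578 and 32271850 (median 30542430). The 10 genes with the most counts held between 6.18% and 7.19% of a library. A gene under 3 counts was treated as not detectable at this depth, and such limits cover counting error only, since reads amplified by PCR are not independent molecules.

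The replicate numbers in the labels were used as a block in a separate fit of each comparison. The paper's text does not say what the numbers stand for. Same-numbered samples of different groups deviated together from their group means, which is described with the data.

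The genes named in the text were set by a rule written before the data were examined. They are the genes that the paper names for this experiment, the FOX genes of Fig. 2d, genes of Fig. 6b outside a threshold, and in each comparison up to 5 genes per direction with the largest log2 fold change among those called, with no overlap between the groups and a mean normalized count of at least 100. For the interaction, up to 5 genes per direction with the smallest p were named. Some genes that the rule covers are not used here. Genes outside the rule are marked as picked out after their values were seen. The lists of proliferation, interferon-stimulated, cholesterol synthesis and FOXO target genes were written in the same way, from general knowledge, and the median of each list was set against 10000 random lists of the same size matched on mean expression in 20 bins.

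The alternatives were RLE and upper-quartile normalization, DESeq2 1.42.0 with default settings and with its prior on fold changes, no filter on low counts, at least 10 counts in every sample, all 12 samples in one model, the replicate number as a block, a test against a log2 fold change of 0.5 (glmTreat), no fold-change minimum, an adjusted p under 0.01, and leaving out each sample in turn. Each count of genes was also computed after relabeling the samples, with 100 of 216 relabelings drawn for the overlap.

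The procedures were tested on simulated data, with counts drawn from the means and library sizes of the samples and 200 genes changed by a log2 fold change of 1 in size. The changed genes were drawn only from genes above a minimum mean count. Simulated genes were called at an adjusted p under 0.05 with no fold-change minimum. The shares below therefore do not describe calls that also need a log2 fold change of at least 1. In 5 simulated sets, edgeR recovered 93.9% of the changed genes in the comparison of 2 groups, with 8.4% of its 1025 calls false, and 85.6% in the interaction, with 5.0% of its 901 calls false. DESeq2, on 1 simulated set, recovered 95.5% and 86.0%, with 23.0% of 248 and 20.0% of 215 calls false. A further 5 sets were simulated with no changed gene. Means of DESeq2-normalized counts were compared with 19 base means of 8 genes in Supplementary Data 4, and their ratio was between 0.993 and 1.002.

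Gene positions are those of GENCODE release 44 on GRCh38, the hg38 build that the methods name, joined by Entrez gene ID. The deposited files carry no coordinates. Of the 20531 genes, 20372 were matched, and 98.1% of the genes tested had a GC content and length. Several symbols are older names.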

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

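The comparison of library totals between groups, the test of whether one sample carries a call and the 5 simulated sets with no changed gene were chosen only after the results had been seen.

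The lapatinib response of 26 named genes differed between FOXA1-depleted and control cells by the interaction of siRNA and drug (adjusted p between 6.65e-05 and 0.0456, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction, on the log2 scale, was negative for 16 genes and positive for 10, and for all 26 it had the same direction in all 3 sets of same-numbered samples. Among the genes that lapatinib raised in control cells, the rise on this scale was smaller in depleted cells for HER2 (-0.31), FOXO3 (-0.37), VTCN1 (-0.66), DDR1 (-0.24), C17orf103 (-1.49), PALM2-AKAP2 (-2.61), SOCS2 (-1.40), MUC15 (-0.87), C17orf58 (-1.23), REXO2 (-0.84), ZNF704 (-0.77) and ARRB1 (-0.89). The fall was larger in depleted cells for ANXA1 (-1.07) and SLC26A2 (-1.26). PRKAR2B (-2.92) and AMIGO2 (-1.20) had log2 fold changes after lapatinib of 0.07 and 0.15 in control cells and -2.87 and -1.06 in depleted cells. The fall was smaller or absent in depleted cells for MYC (0.52), FOXK2 (0.21), CALHM1 (2.03), LRRC15 (1.84), LRP8 (0.93), HPDL (1.15) and TMEM97 (1.07). KRT40 (1.2), RAPGEF5 (0.93) and PPTC7 (0.89) rose more in depleted cells, and PPTC7 fell slightly in control cells. In normalized counts, MUC15 instead rose more in depleted cells (699.7 to 3103) than in control cells (137.2 to 1114). LRRC15 likewise fell by more counts in depleted cells (1108 to 775.0) than in control cells (348.3 to 67.42). The 10 genes with the smallest interaction p in each direction (C17orf58, REXO2, AMIGO2, ZNF704, ARRB1, PPTC7, RAPGEF5, LRP8, HPDL and TMEM97) were selected on the interaction itself, so their passing the tests described next shows little.

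The scaling between libraries was tested with RLE and upper-quartile normalization, and 24 of the 26 genes kept the sign and an adjusted p under 0.05 with both. Both shifted the median interaction of all genes by 0 on the log2 scale, so that keeping the sign shows no stability. HER2 (adjusted p = 0.0695) and DDR1 (adjusted p = 0.0735) did not with upper-quartile scaling, although their interactions stayed at -0.31 and -0.24, and over all alternatives their adjusted p ranged from 0.00212 to 0.105 and from 0.00648 to 0.11 (edgeR's quasi-likelihood test, and DESeq2 for 1 alternative, with Benjamini-Hochberg adjustment). A single sample was tested as the source by leaving out each of the 12 samples in turn, and 21 genes kept the call in every such fit. The other 5 were HER2, FOXO3, DDR1, FOXK2 and CALHM1, which kept it in 2, 1, 2, 3 and 6 of the 12 fits, and CALHM1 had only 9.21 ± 0.28 (SD, n = 3) normalized counts in lapatinib-treated control cells. No gene of the 26 (0) lost the call in 1 fit only or changed sign in any, and the interaction stayed between -0.40 and -0.27 for HER2, -0.45 and -0.30 for FOXO3, -0.30 and -0.20 for DDR1, 0.19 and 0.24 for FOXK2, and 1.45 and 2.30 for CALHM1. The adjusted p of these 5 genes with all samples was between 0.0274 and 0.0456, so their calls lie near the threshold. Their direction does not rest on one sample, but whether one sample carries a call cannot be told for genes that lose it in most of the fits. The calls of HER2 and DDR1 also depend on the scaling. With the replicate number as a block, 26 of 26 genes kept the call, which shows no stability, since each group holds 1 sample of each number, so that the block hardly moves the size of the interaction and mostly lowers its error. The block also called 7 named genes whose adjusted p without it was between 0.0605 and 0.21 and whose interaction had the same direction in all 3 sets of same-numbered samples, FOXP4 (-0.58, adjusted p = 7.07e-05), CYP4B1 (-0.69, 0.000227), DTL (0.72, 0.00187), MCM10 (1.0, 0.00361), FOXN3 (-0.22, 0.0175), EFHD1 (0.36, 0.0347) and FOXD1 (0.39, 0.0425; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PALM2-AKAP2 shares exons with AKAP2, and how its reads were divided was not tested.

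For the interaction across all genes, a GC content bias was tested with the Spearman rho of the interaction and the GC content of the transcripts (0.048 across 13748 genes), and a length bias with that of the interaction and transcript length (-0.044). Total counts did not separate the groups in any (0 of 4) of the comparisons of one treatment, and the 10 genes with the most counts held similar shares of all libraries (6.18% to 7.19%). FOXA1 was lower in every library with FOXA1 siRNA than in every library with NT siRNA, which leaves no room for a swap of labels between the siRNA pools. The samples were also relabelled by swapping the siRNA label within same-numbered pairs. Of the 10 relabelings that swap as many pairs in DMSO as in lapatinib, 1, the real one, gave as many as 449 genes with a negative interaction, and 1, again the real one, gave as many as 559 with a positive one. The others gave 0 genes, with between 13 and 36 genes per direction at an unadjusted p under 0.05, against 1380 and 1737 for the real labels. The remaining 22 relabelings swap unequal numbers of pairs and so carry the effect of the siRNA itself into the interaction, with up to 4009 genes in a direction. As 10 relabelings cannot give a share under 0.05, this count by itself decides nothing about a chance split. In 5 sets simulated with no changed gene, the interaction was called for 0 genes (between 664 and 719 at an unadjusted p under 0.05), which shows only that the test makes few false calls when replicates are independent, as they are in the simulation.

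A signal was also present in genes outside those the paper discusses. FOXA1 siRNA raised 556 genes in DMSO and 619 in lapatinib, and lapatinib reduced 978 genes in control cells (log2 fold change of at least 1 in size, adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block the numbers were 608, 657 and 1005. At an unadjusted p under 0.05 and the same fold change they were 609, 657 and 1002. The 6 samples of a comparison can be split in 10 ways, of which 4 part all 3 same-numbered pairs. In each of these 3 results, 1 of the 4 splits, the real one, gave as many genes. The other 3 and the 6 splits that part a single pair gave 0 genes, with between 6 and 65 genes per direction at an unadjusted p under 0.05. GC content and length are correlated only weakly with the changes (after lapatinib, Spearman rho -0.054 for GC content and 0.105 for length; after FOXA1 siRNA in DMSO, -0.093 and 0.088), and rho was the same to 3 decimals with the replicate number as a block. As 4 splits cannot give a share under 0.05, this count by itself decides nothing either. In the 5 simulated sets with no changed gene, the comparison of lapatinib with DMSO in control cells, the only one of 2 groups that was simulated, called 0 genes (between 620 and 705 at an unadjusted p under 0.05 with no fold-change minimum), with the same limit. The genes include ANXA1 and LRRC15 after FOXA1 siRNA and CDCA7, MCM10 and CLSPN after lapatinib. Their groups do not overlap, which is no evidence, since the rule that named these genes required it. By chance, 10% of genes have groups of 3 samples that do not overlap.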

How the results depend on the processing

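No test was chosen after the results had been seen. Settings were changed 1 at a time, and the cause was not tested for any of the changes given here. The alternatives meant for files that hold only normalized values (pseudocounts, a filter on values, quantile normalization) were not run, since counts were at hand.

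The numbers of genes called stayed within 1.5 times their value with RLE and upper-quartile scaling, DESeq2's default settings, all 12 samples in one model, and without the filter on low counts, where these were run. Scaling moved the median log2 fold change of all genes by at most 0.019. Without a fold-change minimum, lapatinib induced 4177 and reduced 4007 genes in control cells and 3988 and 4006 in depleted cells. FOXA1 siRNA then reduced 2910 and raised 3002 genes in DMSO and 3048 and 3121 in lapatinib, the combined treatment raised 4678 and reduced 4488, and the overlap was 753. With the test against a log2 fold change of 0.5 (glmTreat), lapatinib induced 1457 and reduced 1506 genes in control cells and 1031 and 1057 in depleted cells, and 1880 genes were lower after both treatments. DESeq2's prior on fold changes lowered the genes reduced and raised by FOXA1 siRNA in DMSO to 233 and 343, those induced by lapatinib in depleted cells to 450, the overlap to 31 and the Fig. 6b genes passing to 29. Requiring 10 counts in every sample lowered the overlap to 34, and taking the siRNA comparison in lapatinib raised it to 156. The negative and positive interactions numbered 1292 and 1561 with the replicate number as a block and 148 and 156 at an adjusted p under 0.01. The Fig. 3a relation was 0.166 with the siRNA effect taken in DMSO, where noise in the shared NT siRNA samples in DMSO can raise it.

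Across the 6 fits that each left out a sample, lapatinib induced 777 to 981 and reduced 917 to 1031 genes in control cells and induced 624 to 690 and reduced 612 to 737 in depleted cells. FOXA1 siRNA reduced 330 to 409 and raised 462 to 676 genes in DMSO and reduced 481 to 558 and raised 556 to 685 in lapatinib, and the combined treatment raised 1230 to 1466 and reduced 1118 to 1259. Negative interactions numbered 242 to 583 and positive ones 300 to 782 across 12 such fits. Across 9, the overlap was 49 to 60, 39 to 45 of the Fig. 6b genes passed, and the Fig. 3a rho was -0.213 to -0.159.

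For single genes, 131 results were compared with 1944 alternative values. Direction and side of the threshold were kept in 1859, 50 were weaker, 18 stronger and 17 reversed, and 111 of the results kept both throughout. All 17 reversals came from leaving out a sample and were of log2 values near 0. Across the fits that each left out a sample, they fell in the interaction of FOXA1 (-0.20 to 0.073), of TOX3 (-0.26 to 0.11) and of FOXN2 (-0.014 to 0.070), in MYC after lapatinib in depleted cells (-0.011 to 0.041), in ESR1 after FOXA1 siRNA in DMSO (-0.20 to 0.050) and in FOXP4 after lapatinib in control cells (-0.048 to 0.083). Depth may limit the results for genes with few counts, such as CP, CALHM1 and ESR1, which was not tested. For CP, differences between replicate numbers mattered as well. At the same depth, the block lowered its adjusted p after lapatinib in control cells from 0.0590 to 0.000659 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).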

Differences from the paper's values

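No test was chosen after the results had been seen. HER3 had a log2 fold change of 1.23 after lapatinib in control cells, and the paper's value is about 1.3 in Fig. 3a, read by eye. The alternatives set before the data were examined gave values between 1.18 and 1.27, and 1.27 cannot be told from about 1.3 read by eye. The y axis of Fig. 3a was read as the change after FOXA1 siRNA in lapatinib, which its legend does not state. The legend can also be read as the response to lapatinib with FOXA1 siRNA. That response was positive for HER2 (0.68) and HER3 (1.09), while the values of these genes read by eye from the y axis were negative. HER2 changed by -0.45 on the log2 scale after FOXA1 siRNA in lapatinib, and on this reading the paper's is about -0.42 in Fig. 3a, read by eye. The value fell within the paper's, taking the spread of the replicates as the error, with DESeq2 at its default settings (-0.44) and with its prior, RLE normalization, upper-quartile scaling (-0.43), all 12 samples in one model, at least 10 counts in every sample, and without replicate 2 of the FOXA1 siRNA or replicates 1 or 3 of the NT siRNA samples in lapatinib. It did not without the filter on low counts, with the replicate number as a block, without replicates 1 or 3 of the FOXA1 siRNA samples in lapatinib or without replicate 2 of the NT siRNA samples in lapatinib. For HER3 the change after FOXA1 siRNA in lapatinib was -1.36, and the paper's is about -1.3 in Fig. 3a, read by eye. The alternatives set before the data were examined gave values between -1.42 and -1.31, and -1.31 cannot be told from about -1.3. Values read from a plot carry a reading error that was not measured and is not included. It could be as large as these gaps, so whether the values of HER2 and HER3 differ from the paper's cannot be told.

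The paper states that FOXA1 depletion reduced the lapatinib-dependent induction of HER2, HER3 and XBP1, among others. On the log2 scale the interaction of siRNA and drug was not significant for HER3 (-0.13, adjusted p = 0.466, negative in 3 of 3 sets of same-numbered samples) or XBP1 (-0.15, adjusted p = 0.628, negative in 3 of 3; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives, the adjusted p ranged from 0.0503 to 0.698 for HER3, from 0.297 to 0.878 for XBP1 and from 0.00212 to 0.105 for HER2 (edgeR's quasi-likelihood test or DESeq2, with Benjamini-Hochberg adjustment). In normalized counts, the rise with lapatinib was smaller with FOXA1 siRNA for these 3 genes, which for HER3 and XBP1 an equal fold change from their lower DMSO values gives as well.

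CP, which Fig. 6b includes, was not called as induced by lapatinib (log2 fold change 1.16, adjusted p = 0.0590, higher in 3 of 3 same-numbered pairs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives its adjusted p ranged from 0.000659 to 0.239. It was called with DESeq2 at its default settings (adjusted p = 0.0253), the tool that the paper's methods name, with all 12 samples in one model (0.0383), with the replicate number as a block (0.000659), without replicate 2 of the NT siRNA samples in DMSO (0.0205) and without replicate 3 of the NT siRNA samples in lapatinib (0.0406). With DESeq2's prior on fold changes its adjusted p was 0.0252 and its log2 fold change, 0.90, was under the minimum.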

Other observations

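The test of the overlap in the other directions, the tests of transcript length, of the direction of the library size and of a shared batch for replicate 2, the scaling of the proliferation genes and the test of the interferon-stimulated genes in lapatinib were chosen only after the results had been seen.

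Among the 910 genes that lapatinib induced in control cells, the significant interactions were negative for 117 and positive for 5 (246 and 13 with the replicate number as a block), which is a smaller response in depleted cells. Among the 678 genes induced in depleted cells they were negative for 23 and positive for 20 (63 and 62 with the block), with a median interaction of 0.07, so the excess among induced genes depends on the cells in which they are chosen. Among the 704 genes reduced in depleted cells they were positive for 61 and negative for 38 (121 and 73 with the block). The median interaction of these reduced genes was 0.1, so a smaller fall in depleted cells was still the more frequent direction. Selection on the control samples was tested by choosing genes on the response averaged over control and depleted cells, and 80.3% of the significant interactions among the induced genes were still negative, 53 against 13. With RLE and upper-quartile normalization, the lower of the 2 values was 79.4%. Both shifted the median interaction of all genes by 0 on the log2 scale. They could hardly move this share, so scaling as a cause was not tested. Among the genes reduced by the averaged response, 85.2% of the significant interactions were positive, 109 against 19. A smaller response in both directions is a hypothesis from these data. The relabelings of the interaction cannot give a share under 0.05 and so do not test it against a chance split.

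More genes than chance gives were induced by lapatinib and reduced by FOXA1 siRNA in DMSO, with a ratio of observed to expected overlap of 2.43. The NT siRNA samples in DMSO enter both comparisons, and with separate control samples for each comparison the ratio was 2.83 (median of 6 assignments, from 2.38 to 3.19). Noise in shared control samples moves both changes the same way. It would lower this overlap of opposite changes, so the check could not have shown sharing as the cause of the excess. With the genes parted by mean expression it was 1.74. The other 3 pairs of directions exceeded chance as well, by 2.84 for genes induced and raised, 2.29 for genes reduced by both treatments and 1.85 for genes reduced by lapatinib and raised by FOXA1 siRNA (2.02, 1.72 and 1.42 with the genes parted by expression). Shared control samples could raise the ratios of the pairs that change the same way, 2.84 and 2.29. No separate control samples were used for these pairs. A set of genes that respond to either treatment in any direction remains as an explanation for the excess. Of 100 relabelings drawn from the 216 of the 3 groups within replicate numbers, 2 gave at least 55 genes. They were the real one and 1 in which whole groups exchange roles, with 65 genes. Those that mixed the groups gave 0 genes, with at most 1 gene when both thresholds were set at an unadjusted p under 0.05, against 62 for the real labels. For the Fig. 6b genes, 1 of the 100, the real one, had as many as 46 past both thresholds, and no other had any (0, and 0 at an unadjusted p under 0.05 in those that mixed the groups). The Fig. 6b genes are the paper's selection from these data. Outside Fig. 6b, 9 of the 55 genes were AKAP2, C18orf1, C1orf64, C20orf114, CCDC146, COL24A1, ENTPD3, HSD17B14 and LOC572558, named after their values were seen.

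For the remaining numbers of genes called between 2 groups, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes, and it was the real one. This holds for the 910 genes induced by lapatinib in control cells, the 380 and 535 reduced by FOXA1 siRNA in DMSO and in lapatinib, the 678 induced and 704 reduced by lapatinib in depleted cells, and the 1376 higher and 1200 lower after both treatments. The other splits gave 0 genes, with between 5 and 65 genes per direction at an unadjusted p under 0.05. With 4 splits no share under 0.05 is possible, so this count by itself decides nothing, and relabelled groups mix treated and untreated samples, which adds to the variance within them.

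Across the kinases and TFs, the siRNA effect in lapatinib fell as the lapatinib effect rose (rho -0.185). Noise in the shared lapatinib-treated NT siRNA samples was tested by giving each axis its own samples, and the median rho of -0.143 shows that this noise does not account for all of it.

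Replicate 2 lay farther from its group mean than the other replicates in all 4 groups. A GC content bias may explain part of this, as the mean deviation of the replicate 2 samples had a Spearman rho of 0.314 with the GC content of the transcripts across 10675 genes. The rho of each replicate 2 sample was between 0.181 and 0.382. Length gave a rho of -0.067. Replicate 2 had the lowest total count with NT siRNA and DMSO and the highest in the other 3 groups, so its total was extreme in 4 of 4 groups, which 1 of 3 samples often is by chance. Its deviations in the first group nevertheless ran the same way as those in the other 3 (lowest correlation 0.432), which goes against library size. The mean correlation between groups was 0.518 for the replicate 2 samples, and 0.426 over all 3 numbers (from 0.267 to 0.694), consistent with a batch shared by same-numbered samples. Each group holds 1 sample of replicate 2, and the changes between groups were little correlated with GC content or length. GC content and a shared batch remain as explanations, and no biological explanation was tested.

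Of the gene lists, the proliferation genes changed by a median log2 fold change of -1.61 after lapatinib and -0.38 after FOXA1 siRNA in DMSO, the latter with 21 of 30 genes significantly lower and 1 higher. Chance for a list of this size and expression was tested against 10000 matched random lists, and the percentile of the median after FOXA1 siRNA was 0.0. The median was -0.381 with RLE and -0.377 with upper-quartile scaling (-0.374 with the replicate number as a block). These scalings shifted the median of all genes in this comparison by only 0 and 0.003. The choice among them hardly matters, but a scaling error common to all of them was not tested. In lapatinib, FOXA1 siRNA changed the median by 0.17 (percentile 99.2, 0.18 with the block), with 5 genes higher and 6 lower, and the median interaction was 0.58 (percentile 100.0, 0.59 with the block). The genes of a list are not independent. The interferon-stimulated genes had a median of 0.35 after FOXA1 siRNA in DMSO, at percentile 97.63, but only 14 of the 20 listed genes were tested, too few for this check. With 16 of the 20 tested, their median was 0.46 after FOXA1 siRNA in lapatinib (percentile 99.35, 4 genes significantly higher and 3 lower), 0.73 after lapatinib in depleted cells (percentile 99.9) and 1.17 after both treatments (percentile 100.0), or 0.47, 0.72 and 1.18 with the block. After lapatinib in control cells it was 0.72 (0.70 with the block), with 14 of the 20 genes tested, again too few for the check. The median interaction of 0.21 was at percentile 96.53, inside the middle 95% of random lists. The medians of 4 lists in 6 comparisons were computed, and their percentiles were not corrected for that number. The FOXO target genes rose after lapatinib by a median of 1.01 in control cells and 1.06 in depleted cells. After FOXA1 siRNA in lapatinib their median was -0.27 (percentile 0.87, -0.27 with the block), with 9 genes significantly lower and 2 higher, and in DMSO it was 0.0 (percentile 49.91, 0.01 with the block), with 5 genes higher and 5 lower. Their median interaction was -0.11 (percentile 2.91, inside the middle 95% of random lists, -0.13 with the block). The cholesterol synthesis genes changed after lapatinib by a median of -0.74 and -0.54, and after FOXA1 siRNA in DMSO by one of -0.31 (percentile 0.03, -0.31 with the block), with 11 of 16 genes significantly lower and 1 higher. In lapatinib, FOXA1 siRNA changed them by a median of -0.11 (percentile 11.09, inside the random lists, -0.11 with the block), and their median interaction was 0.24 (percentile 99.99, 0.24 with the block).

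Near HER2 on chromosome 17, lapatinib raised GRB7 by a log2 fold change of 2.11 and PGAP3 by 0.57 in control cells. The value of PGAP3 is uncertain, since it overlaps HER2 on the opposite strand and strand use in the counting is not known. CDK12 and PSMD3 changed by -0.29 and -0.38, and STARD3 by 0.00, or -0.02 and -0.01 with RLE and upper-quartile scaling. TCAP, PNMT and MED1, also near HER2, changed by 0.63, 0.28 and -0.13 (adjusted p = 0.0415, 0.356 and 0.0655, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All these genes near HER2 were picked out after their values were seen. Among FOX genes, FOXO3 rose by 1.88, FOXO4 by 1.60, FOXN3 by 1.33 and FOXP1 by 1.00 after lapatinib, and FOXM1 changed by -1.57. RLE and upper-quartile scaling shifted the median of all genes in this comparison by -0.018 and -0.005, too little to reverse any of these genes other than STARD3. MYC was higher after FOXA1 siRNA by 0.78 in DMSO and 1.27 in lapatinib, in 3 of 3 same-numbered pairs each.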
